# Reduced dynamic loads due to hip dislocation induce acetabular cartilage degeneration by IL-6 and MMP3 via the STAT3/periostin/NF-κB axis

**DOI:** 10.1038/s41598-022-16585-6

**Published:** 2022-07-16

**Authors:** Yutaka Nakamura, Mitsuru Saitou, Shingo Komura, Kazu Matsumoto, Hiroyasu Ogawa, Takaki Miyagawa, Takashi Saitou, Takeshi Imamura, Yuuki Imai, Hiroshi Takayanagi, Haruhiko Akiyama

**Keywords:** Cell biology, Molecular biology

## Abstract

Developmental dysplasia of the hip (DDH) is characterized by anatomical abnormalities of the hip joint, ranging from mild acetabular dysplasia to hip subluxation and eventually dislocation. The mechanism underlying the cartilage degeneration of the hip joints exposed to reduced dynamic loads due to hip dislocation remains unknown. We established a rodent hip dislocation (disarticulation; DA) model of DDH (DA-DDH rats and mice) by swaddling. Expression levels of periostin (Postn) and catabolic factors, such as interleukin-6 (IL-6) and matrix metalloproteinase 3 (Mmp3), increased and those of chondrogenic markers decreased in the acetabular cartilage of the DA-DDH models. Postn induced *IL-6* and *Mmp3* expression in chondrocytes through integrin αVβ3, focal adhesion kinase, Src, and nuclear factor-κB (NF-κB) signaling. The microgravity environment created by a random positioning machine induced Postn expression in chondrocytes through signal transducer and activator of transcription 3 (STAT3) signaling. IL-6 stimulated Postn expression via STAT3 signaling. Furthermore, cartilage degeneration was suppressed in the acetabulum of *Postn*^−/−^ DA-DDH mice compared with that in the acetabulum of wild type DA-DDH mice. In summary, reduced dynamic loads due to hip dislocation induced acetabular cartilage degeneration via IL-6 and MMP3 through STAT3/periostin/NF-κB signaling in the rodent DA-DDH models.

## Introduction

The hip joint is composed of the acetabulum and the femoral head, which face each other, and their congruency is required for proper socket-like growth of the acetabulum and maintenance of the articular cartilage^1–4^. Developmental dysplasia of the hip (DDH), also known as developmental dislocation or congenital dislocation of the hip, exhibits anatomical abnormalities of the hip joint, ranging from mild acetabular dysplasia to hip subluxation and eventually dislocation^5,6^. The abnormal contact stress to the acetabulum due to acetabular dysplasia is associated with cartilage degeneration in DDH^7^. Cumulative excessive stress on the articular surface due to joint instability or traumatic damage causes increased wear of the superficial cartilage and leads to osteoarthritis (OA)^8^. Although most of the acetabulum is barely loaded due to hip dislocation since infancy in DDH patients with complete dislocation (International Hip Dysplasia Institute classification grade 3 or 4), cartilage degeneration develops even in unloaded cartilage. A study based on animal models lacking limb musculature or muscle contraction reported the necessity of muscular contraction in forming an appropriate joint cavity and morphogenesis^9^. In addition, mechanical motion protects against cartilage degeneration by promoting *Prg4* expression in articular cartilage^10^. The acetabular dysplasia and acetabular cartilage degeneration occur after hip dislocation in experimental DDH models induced by swaddling^2,3,11,12^. Collectively, appropriate mechanical stress and dynamic loads on the articular cartilage are important for the normal growth of the joint and maintenance of the articular cartilage^9,10^. We hypothesized that the phenotype and mechanism of degeneration in cartilage subjected to reduced dynamic load are different from those of cartilage subjected to excessive stress and traumatic damage.

Periostin (Postn) is an extracellular matrix (ECM) molecule of the fasciclin family, which acts in cell adhesion and migration and plays an important role in maintaining tissue integrity and tissue remodeling^13–15^. Postn is overexpressed in articular chondrocytes and their periphery matrix in human knee OA and rodent models of knee OA^16,17^. Furthermore, Postn loss-of-function suppresses post-traumatic and age-related OA progression^14,18,19^.

In the present study, we created rat hip dislocation (disarticulation; DA) model of DDH (hereafter termed as DA-DDH) and assessed gene expression patterns in their acetabular cartilage. We focused on the relationship between reduced dynamic loads and cartilage degeneration mediated via Postn and analyzed the effects of Postn on articular chondrocytes and the mechanism by which Postn induces expression of catabolic factors in the articular chondrocytes. Additionally, we investigated the intracellular signaling that induced Postn expression in the chondrocytes cultured in the experimental reduced dynamic loaded environment using a random positioning machine (RPM). Finally, we created DA-DDH mice, and assessed cartilage degeneration in the acetabular cartilage of wild type (WT) and *Postn*-knockout (*Postn*^*−/−*^) DA-DDH mice models.

## Results

### Cartilage degeneration in the acetabulum of DA-DDH rats

We successfully generated a DA-DDH rat model (Supplementary Fig. 1a). Body weight of the DA-DDH rats was approximately 10% lower than that of the control rats (Supplementary Fig. 1b). The radiograms revealed hip dislocation and the hypoplastic acetabulum in the DA-DDH rats (Fig. 1a). Indeed, macroscopic assessment of the 4-week-old DA-DDH rats showed that the acetabulum cavity was shallow and the femoral head was small and oval shaped, compared with those in the control rats (Fig. 1b). Histologically, in the 10-day-old DA-DDH rats, the femoral head was dislocated; however, safranin O (SO) staining in the acetabular surface was not decreased, compared with that in the control rats (Supplementary Fig. 2a). In the 4-week-old DA-DDH rats, the acetabular surface and femoral head were not in contact, the joint cavity was filled with fibrous tissue, and SO staining in the acetabular surface was less intense than that in the control rats (Fig. 1c). In both 10-day- and 4-week-old DA-DDH rats, the anterior wall of the acetabulum had atrophied.

**Figure 1:**
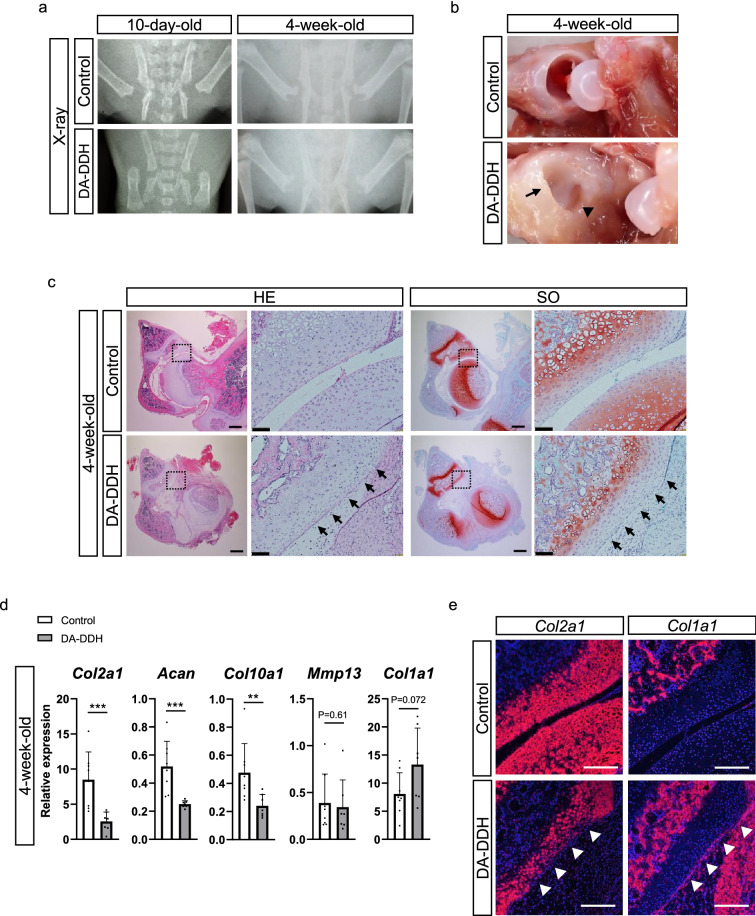
Morphological, histological, and gene expression analyses of the hips disarticulation (DA) in rat models of developmental dysplasia of the hip (DA-DDH). (**a**) Anteroposterior pelvic radiographs of 10-day- and 4-week-old control and DA-DDH rats. (**b**) Images of the hip joints of 4-week-old control and DA-DDH rats. The arrowhead indicates the hypoplastic primary acetabulum, and the arrow indicates the secondary acetabulum in DA-DDH rats. (**c**) Hematoxylin–eosin and safranin O/fast green (SO) staining of the anterior wall of the acetabulum of 4-week-old rats. The dotted squares in the left panel images of each sample are magnified in the right panels. The black arrows indicate cartilage degeneration in the acetabulum. Scale bar: 1 mm, left panel; 50 μm, right panel. (**d**) Relative mRNA expression of *Col2a1*, *Acan*, *Col10a1*, *Mmp13*, and *Col1a1* in the acetabular cartilage of 4-week-old control and DA-DDH rats (n = 8; control, n = 7; DA-DDH). (**e**) In situ hybridization was performed for assessing *Col2a1* and *Col1a1* expression in the acetabulum of 4-week-old control and DA-DDH rats. The white arrowheads indicate downregulated expression of *Col2a1* and upregulated expression of *Col1a1* in the acetabular cartilage. Scale bar, 200 μm. The Mann–Whitney *U* test was used for statistical analysis. Values indicate the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

The expression of type II collagen α1 (*Col2a1*), aggrecan (*Acan*), type X collagen α1 (*Col10a1*), matrix metalloproteinase 13 (*Mmp13*), and type I collagen α1 (*Col1a1*) in the acetabular cartilage of the 10-day-old DA-DDH rats was comparable to that in the control rats (Supplementary Fig. 2b). The expression of *Col2a1*, *Acan,* and *Col10a1* was downregulated, but the expression of *Mmp13* and *Col1a1* did not significantly change in the 4-week-old DA-DDH rats compared to that in the control rats (Fig. 1d). In situ hybridization analyses showed no differences in *Col2a1* and *Col1a1* expression between the 10-day-old control and DA-DDH rats (Supplementary Fig. 2c) but revealed downregulated expression of *Col2a1* and upregulated expression of *Col1a1* in the acetabular cartilage of the 4-week-old DA-DDH rats (Fig. 1e). Second-harmonic generation (SHG) signal of the acetabular superficial cartilage was weaker in the 10-day-old DA-DDH rat than in the control rat (Supplementary Fig. 2d). The terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) assay and immunostaining for Ki67 showed that apoptosis and cell proliferation in the acetabular cartilage of the 10-day and 4-week-old DA-DDH rats were comparable to those in the control rats (Supplementary Fig. 2e,f).

### Total RNA-sequencing (RNA-seq) analysis of the acetabular cartilage of the DA-DDH rats

Of genes whose expression levels differed between the 3-week-old control and DA-DDH rats by more than twofold, 81 genes were significantly differentially expressed between the two groups (P < 0.05). Among these, the expression levels of 21 genes were upregulated, where those of 60 genes were downregulated. 

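Acetabular cartilage was taken under a microscope from 3-week-old rats, with bone, marrow and soft tissue left behind as far as possible. DA-DDH rats had spent the first 10 days of life swaddled with straight, adducted hips, and control rats had moved freely. RNA of 4 control rats was combined into 1 library and RNA of 5 DA-DDH rats into another. With 1 library per condition, no difference has a replicate check, and the conditions were not tested here. The methods name the TruSeq Stranded mRNA kit and RNeasy Plus extraction, whereas the submitters' labels name the SMARTer Stranded Total RNA-Seq Pico Input kit and Isogen with RNeasy columns, and the lowest RNA integrity accepted differs between them as well. Both kits keep the strand of the RNA, but an mRNA kit selects polyadenylated transcripts and a total RNA kit does not. The authors aligned reads to the rat genome build rn6, and the submitters' processing notes name TopHat and Cufflinks. The authors then multiplied the read count of each gene by 1 factor per library, so that 1 read had a value of 1.20 in the control and 0.855 in the DA-DDH library. All values of both libraries were whole multiples of these steps, within a relative tolerance of 1e-06, and the reads were recovered by division. They came to 796723 reads in the control library and 833869 in the DA-DDH library, over 11127 and 11572 genes with at least 1 read. A single gene, Col2a1, which encodes the main collagen of hyaline cartilage, held 29.3% of the control reads (95% exact binomial interval 29.2 to 29.4) and 11.4% of the DA-DDH reads (11.4 to 11.5). The libraries were therefore scaled by TMM, which leaves out the most extreme genes (factors 0.863 and 1.16), and ratios of DA-DDH to control were taken after adding a prior of 0.5 reads. Scaling by total reads instead would move every log2 ratio up by 0.43, and all ratios are given relative to the TMM scale. Intervals of ratios are 95% exact conditional binomial intervals and, like all limits from read numbers, cover counting error only.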

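The largest difference in these libraries by the authors' p-value was in Fosb, a transcription factor gene of the immediate early class, with 169 reads in the control and 13 in the DA-DDH library, a log2 ratio of -4.13 (interval -5.13 to -3.38). Prg4 and Col2a1, products of the cartilage surface and of the cartilage matrix, followed. In the authors' deposited table of 17337 genes, 77 had both a p under 0.05 and a fold above 2. Their adjusted value, q, was under 0.05 for Fosb alone in the authors' deposited table, and the next smallest q was 0.664, for Prg4. Counted by size alone, among the 4375 genes with at least 30 reads in the library with more, 211 were more than 2-fold higher and 133 more than 2-fold lower in the DA-DDH library, so that 61.3% were higher. With total-count scaling 638 were higher and 47 lower, which is 93.1% higher, and with a floor of 100 reads 38 were higher and 50 lower, which is 43.2% higher. In simulated libraries with a dispersion (variation between like libraries) of 0.04, 5.87% of unchanged genes at the floor of 30 reads came out over 2-fold. The authors' p-values imply a higher dispersion, so a large part, or even all, of the 211 and 133 genes could be such variation. Of the 77 genes, 72 reached the floor of 30 reads, and the median gene had 227 reads in the library with more.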

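Among the genes past both thresholds in the authors' deposited table, 21 were higher and 56 lower in the DA-DDH library. The higher genes included 5 of skeletal muscle, 3 of fibrous connective tissue matrix, 2 of macrophages and 1 of endothelium, by gene lists fixed before the data were examined. The values printed in Fig. 2d had been seen by then. The muscle genes were Acta1 (skeletal actin, 155 and 659 reads in control and DA-DDH, log2 ratio 1.59, interval 1.34 to 1.86), the fast myosin heavy chains Myh1, Myh2 and Myh4 at 1.62, 1.49 and 1.59, and Atp2a1, the calcium pump of fast fibers, at 1.59. The myosin heavy chains are close paralogs that may share reads. Across the whole muscle list, 18 of 19 members with at least 30 reads were above 0, with a median log2 ratio of 1.15. The lower genes included 12 of hyaline cartilage matrix and 6 immediate early genes, which cells switch on within minutes of a stimulus. Of the latter, Fos was at -2.30 (173 and 49 reads), Btg2 at -2.67, Zfp36 at -2.04, Ier2 at -1.92 and Egr1 at -1.66, beside Fosb. Dlk1, a paternally expressed gene of precursor cells, was at -1.95 (114 and 41 reads). Tmtc2 and Ptprz1 had 0 reads in the control and 27 and 22 in the DA-DDH library, and the interval of the log2 ratio of Tmtc2 begins at 2.28. Slfn3 had 1 and 30 reads, and its log2 ratio of 3.94 has an interval from 1.83 to 9.77.

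**Figure D1:**
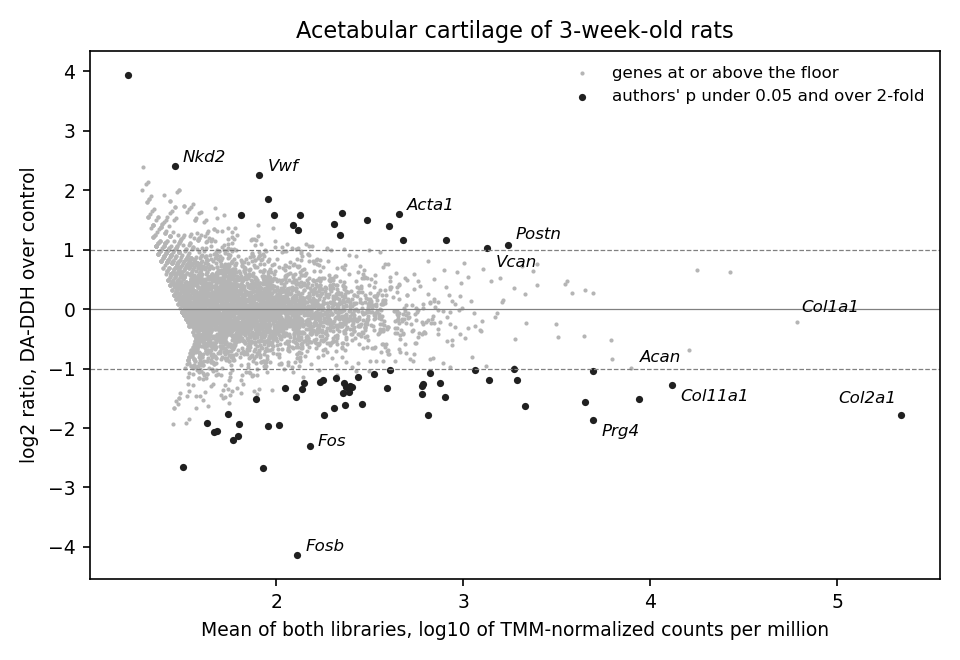
Log2 ratio of DA-DDH to control (vertical axis) against the log10 mean of both libraries in TMM-normalized CPM (horizontal axis) for the 4375 genes with at least 30 reads in the library with more. Black points are the 72 of these genes with the authors' p under 0.05 and a fold above 2, dashed lines mark 2-fold, and Fosb lies lowest at -4.13.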

The mechano-sensitive gene, *Prg4*, was among the 60 genes with downregulated expression (Fig. 2a). 

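Prg4 encodes lubricin, the boundary lubricant that cells of the superficial zone secrete onto the joint surface. It lies on the minus strand of chromosome 13 of rn6 from 67672588 to 67688902, and its annotated exons overlap Tpr. It had 5317 reads in the control and 2057 in the DA-DDH library, a log2 ratio of -1.86 (interval -1.94 to -1.79), or 3.63-fold lower. The authors' deposited table gives it p = 7.66e-05 from their exact test, ranking it 2 of all genes. Cilp, another matrix gene of articular cartilage, had 245 and 130 reads, at -1.40 (interval -1.72 to -1.09).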

Gene Ontology (GO) analyses of these 81 genes showed functional annotation clustering of keywords such as “extracellular region,” “proteinaceous extracellular matrix (ECM),” “ECM,” and “extracellular region part” (Fig. 2b). 

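Genes of the extracellular matrix moved in opposite directions in these libraries. All 17 members of the hyaline cartilage matrix list with at least 30 reads were lower in the DA-DDH library, with a median log2 ratio of -1.43, below all 10000 random lists of matched expression. In contrast, 18 of 21 members of the fibrous connective tissue matrix list were above 0, with a median of 0.47, above all such random lists. Type III collagen Col3a1 (14384 and 31102 reads in control and DA-DDH) was at 0.62, fibronectin Fn1 at 0.65, tenascin C Tnc at 0.72 and lumican Lum at 0.80. Thrombospondin 1, Thbs1, was the member of that list furthest below 0, at -1.01, and the abundant Sparc was at -0.69 (13685 and 11892 reads). The summed reads of the list rose little, with a log2 ratio of 0.09 (99025 and 148242 reads). Col1a1, on chromosome 10 of rn6 from 82745801 to 82762790, was at -0.22 (44916 and 54156 reads), and with total-count scaling its sign turned, to 0.20. Of the 38 members of both lists, 16 passed the authors' p and the 2-fold threshold, 3 of them higher and 13 lower. Random sets of 38 genes of matched expression held a median of 4 such genes (central 95%, 1 to 7) and at most 11. The lists hold genes that the paper names, in part from these libraries, 5 in the cartilage and 4 in the fibrous list. Among them are the 3 higher genes, Postn, Vcan and Col5a3, so the comparison with random sets is partly circular. Gene Ontology terms were not used here, and the fixed lists stand in their place. Markers of fibroblasts, the main cell type of fibrous tissue, had a median of 0.76, with 8 of 9 members above 0.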

Cell adhesion-related and biological adhesion-related genes were enriched among the 21 genes whose expression levels were upregulated in the DA-DDH rats. In contrast, cartilage development and chondrocyte differentiation-related genes were enriched among the 60 genes whose expression levels were downregulated in the DA-DDH rats (Fig. 2c). 

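Some of the higher genes past the thresholds have known roles in adhesion, and these are named as examples, since no list of adhesion genes was set. They include the matrix genes Postn and Vcan, Vwf, which binds platelets to vessel walls, Vcl, which encodes vinculin of focal adhesions, and Tnn, which encodes tenascin N. Vcl, on chromosome 15 of rn6 from 3455211 to 3544685, had 89 reads in the control and 299 in the DA-DDH library (log2 ratio 1.25, interval 0.91 to 1.61). Col5a3, a fibrillar collagen chain, had 203 and 639 reads (1.16, interval 0.93 to 1.40), and Tnn 343 and 1082 (1.16, interval 0.99 to 1.34). In the list of integrin, FAK and Src signaling, 11 of 15 members were above 0, with a median of 0.24 at the edge of the central 95% of random lists (-0.29 to 0.24). Itgb3, the β3 integrin chain, was at 1.46 (15 and 59 reads), Itga10, a collagen receptor of chondrocytes, at -1.34, and Src at 0.72 with an interval from -0.10 to 1.61. Vessel and macrophage markers were higher in the same library. All 9 endothelial members with at least 30 reads were above 0, with a median of 1.05, among them Cdh5 at 1.05, Kdr at 1.14 and Tek at 1.53. The 5 such macrophage members, of 16 listed, had a median of 1.51, led by Cd14 at 1.81 (interval 0.59 to 3.43) and Mrc1 at 1.59. Apart from Lyz2, they reached 30 reads in the DA-DDH library only, so the floor favors high ratios here. The summed reads of all 16 gave a log2 ratio of 1.24 (interval 1.01 to 1.47). The position of the integrin list is lost with a floor of 100 reads, where its median is 0.14.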

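Genes of cartilage formation were lower as a group in the DA-DDH library. Sox9, the transcription factor required for cartilage, lies on chromosome 10 of rn6 from 101288528 to 101294028 and had 595 reads in the control and 348 in the DA-DDH library (log2 ratio -1.26, interval -1.46 to -1.07). Its partners Sox5 and Sox6 were at -0.80 and -0.89, and the growth plate receptors Fgfr3 and Pth1r at -1.02 and -0.94. All 9 members of the chondrogenic regulator list with at least 30 reads were below 0, with a median of -0.89, at percentile 0.020 among random lists of matched expression. Trps1, a further regulator of chondrocytes, was closest to 0 at -0.11 (interval -0.28 to 0.06). In the matrix, the type IX collagen chains Col9a1 and Col9a2 were at -1.56 and -1.63, and the matrilins Matn1 and Matn3 at -1.78 and -1.42. Ucma, a protein of the upper growth plate zone, was at -1.79 and Mia, a protein secreted by chondrocytes, at -1.97 (99 and 35 reads). Comp, a glycoprotein shared by cartilage and tendon, was at -0.47 with 2554 and 2590 reads. Of the 25 members of the 2 cartilage lists, 13 were past the authors' p and 2-fold, against at most 8 in 10000 random sets of matched expression. These lists hold genes that the paper names, such as Col2a1, Col11a1 and Sox9, so this comparison too is partly circular. The same library held more reads of endothelial markers, 366 in the control and 1123 in the DA-DDH library.

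**Figure D2:**
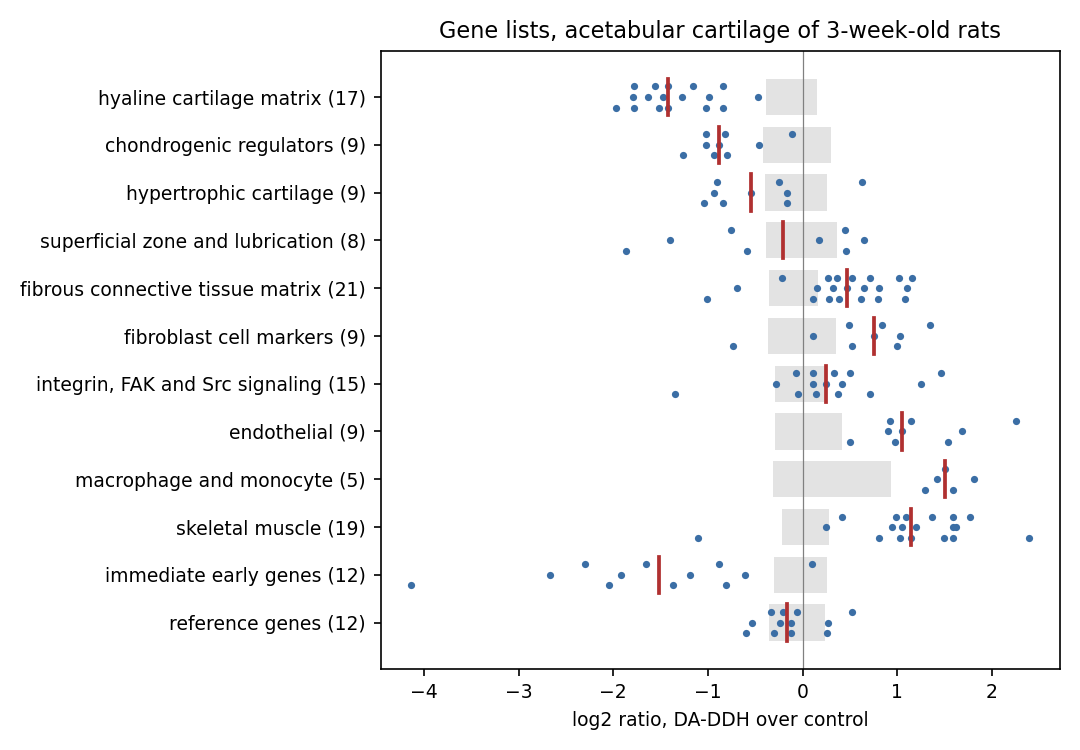
Log2 ratio of DA-DDH to control (horizontal axis) for each gene with at least 30 reads in the library with more, by gene list (rows, number of genes in parentheses). Red lines are list medians and gray bands the central 95% of medians of 10000 random lists of matched expression; the cartilage matrix median of -1.43 lies left of its band and the skeletal muscle median of 1.15 right of it.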

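Postn, which encodes periostin, a matrix protein of fibrous tissue, lies on chromosome 2 of rn6 from 143656845 to 143688087. It had 762 reads in the control and 2269 in the DA-DDH library, a log2 ratio of 1.08 (interval 0.96 to 1.20), and the authors' deposited table gives p = 0.0224 from their exact test. Vcan, the large proteoglycan versican, on chromosome 2 from 18490102 to 18587340, had 610 and 1742 reads (1.02, interval 0.89 to 1.16). Vwf, von Willebrand factor, on chromosome 4 from 158088533 to 158219525, had 19 and 130 reads (2.26, interval 1.58 to 3.06), so its fold is the least precise of these. The most abundant lower gene was Col2a1, on chromosome 7 from 139455242 to 139483997, with 233705 and 95275 reads, at -1.79. The type XI collagen chains, which form fibrils with type II collagen, were Col11a2, on chromosome 20 from 3830164 to 3859022 (8861 and 4347 reads, log2 ratio -1.52), and Col11a1, on chromosome 2 from 216863428 to 217056523 (12727 and 7429 reads, -1.27). Acan, the main proteoglycan of cartilage, on chromosome 1 from 140762758 to 140824441, had 7254 and 5127 reads (-0.99, interval -1.04 to -0.94) and lay just within 2-fold. In the authors' deposited table it is at -0.995 with p = 0.0303 from their exact test. With total-count scaling the ratios of Postn and Acan were 1.51 and -0.57.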

Three cell adhesion-related genes with upregulated expression and four chondrogenesis-related genes with downregulated expression were detected among the ECM-related genes in DA-DDH rats (Fig. 2d).

**Figure 2:**
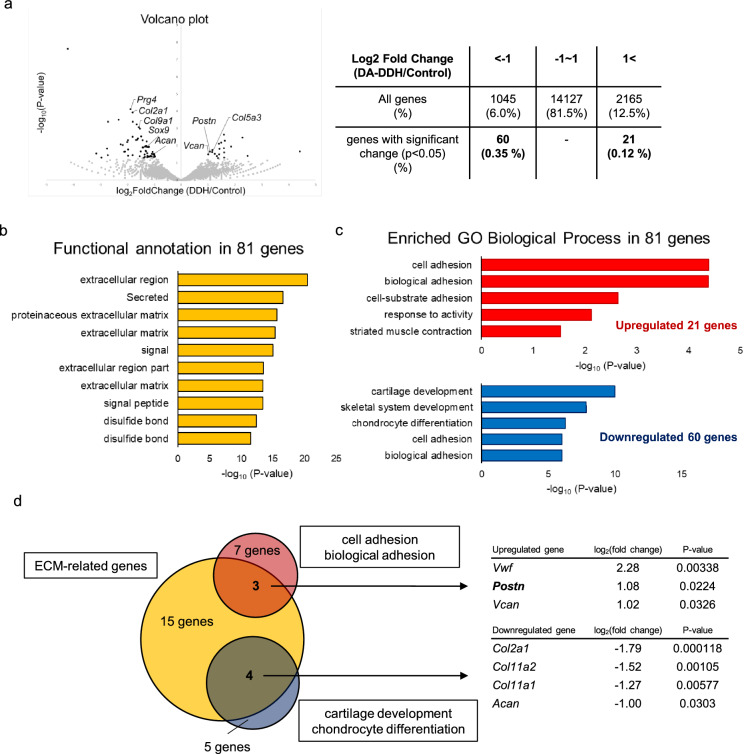
RNA-sequencing analysis of the acetabular cartilage of 3-week-old DA-DDH rats. (**a**) Volcano plot for RNA-sequencing data obtained from the acetabular cartilage of 3-week-old rats. Control and DA-DDH groups involved bilateral acetabulum pooled from 4 and 5 rats, respectively. Black dots indicate significantly (P < 0.05) and differentially expressed genes in the DA-DDH rats whose expression was modulated by more than twofold. The table summarizes the number and percentage of differentially expressed (upper row) and significantly upregulated and downregulated expressed genes (lower row). (**b**) Gene Ontology (GO) analyses were performed using the DAVID bioinformatics resource. Functional annotation clustering of keywords among the GO terms for 81 genes that were significantly differentially expressed between the control and DA-DDH groups (P < 0.05). (**c**) The enriched GO Biological Process in 21 significantly upregulated and 60 significantly downregulated genes in DA-DDH rats is illustrated by − log_10_(P-value). (**d**) Genes related to cell adhesion and chondrogenesis were detected among 15 extracellular region/ECM-related genes in DA-DDH rats. The table shows the expression of cell adhesion and chondrogenic marker genes in the extracellular region/ECM-related genes.

### Expression of Postn and catabolic factors in acetabular cartilage of DA-DDH rats

*Postn*, interleukin 6 (*IL-6)*, and matrix metalloproteinase 3 *(Mmp3)* expression levels were upregulated in the acetabular cartilage of the 6-day-, 10-day-, 18-day- and 4-week-old DA-DDH rats (Fig. 3a). *IL-1β* and *TNFα* expression was not upregulated in the DA-DDH rats. *Nos2* expression was upregulated in the 4-week-old DA-DDH rats (Supplementary Fig. 3a). Immunostaining revealed upregulation of Postn, IL-6, and Mmp3 expression in the acetabular cartilage and fibrous tissues in contact with the cartilage of the 10-day- and 4-week-old DA-DDH rats (Fig. 3b,c and Supplementary Fig. 3b).

**Figure 3:**
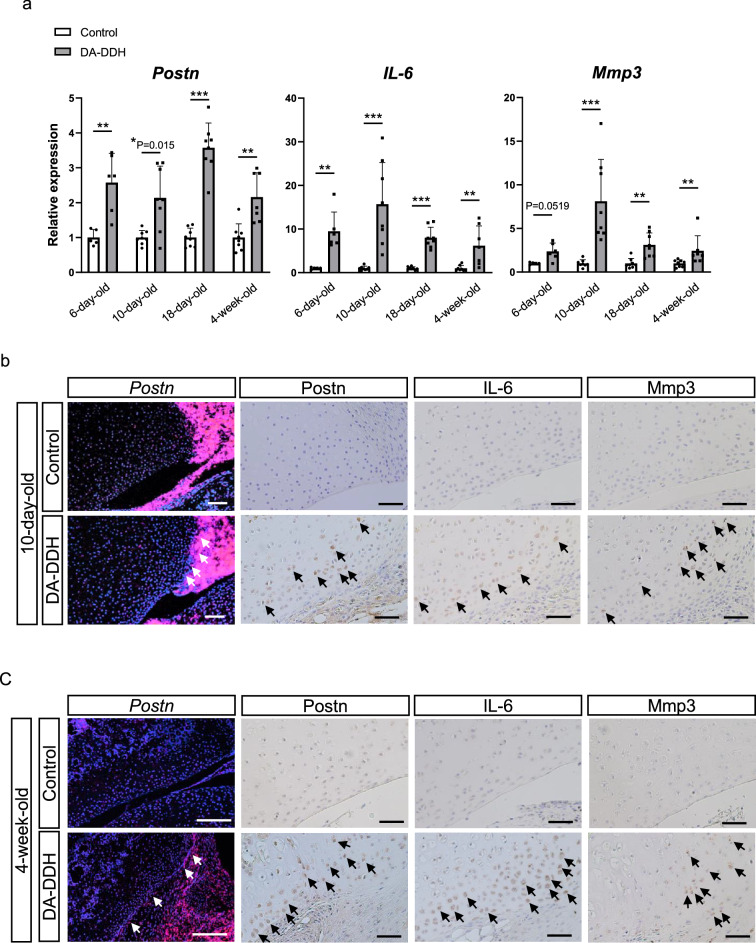
Periostin (Postn), interleukin-6 (*IL-6*), and matrix metalloproteinase 3 (*Mmp3*) expression in the acetabular cartilage of the control and DA-DDH rats. (**a**) Relative mRNA expression of *Postn*, *IL-6,* and *Mmp3* in the acetabular cartilage of 6-day- (n = 5; control, n = 6; DA-DDH), 10-day- (n = 8; control, n = 8; DA-DDH), 18-day- (n = 8; control, n = 8; DA-DDH) and 4-week-old rats (n = 8; control, n = 7; DA-DDH). (**b**) In situ hybridization and immunostaining of the acetabulum of 10-day-week-old rats. (**c**) In situ hybridization and immunostaining of the acetabulum of 4-week-old rats. The white and black arrows mark *Postn* expression and Postn, IL-6, and Mmp3 positive cells, respectively. Scale bar: 10-day-old; 100 μm, 4-week-old; 200 μm. The Mann–Whitney *U* test was used for statistical analysis. Values indicate the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### Role of Postn in articular chondrocytes

We confirmed that *IL-6* and *Mmp3* expression was upregulated, and *Col2a1* and *Acan* expression was downregulated in rat primary chondrocytes treated with rPostn (Fig. 4a). We showed that the phosphorylated focal adhesion kinase (p-FAK), phosphorylated Src (p-Src), and phosphorylated p65 (p-p65) level was increased in rPostn-treated chondrocytes. In contrast, the expression of β-catenin remained unchanged. The increased levels of p-FAK, p-Src, and p-p65 induced by rPostn were suppressed by integrin αVβ3 antibody and cilengitide, an integrin αVβ3 and αVβ5 inhibitor (Fig. 4b). The increased levels of p-p65 induced by rPostn were suppressed by FAK inhibitor 14 and PP2, an inhibitor of Src (Fig. 4c). Furthermore, the expression of *IL-6* and *Mmp3* upregulated by rPostn was suppressed by cilengitide, PP2, and BAY11-7082, an inhibitor of NF-κB signaling (Fig. 4d).

**Figure 4:**
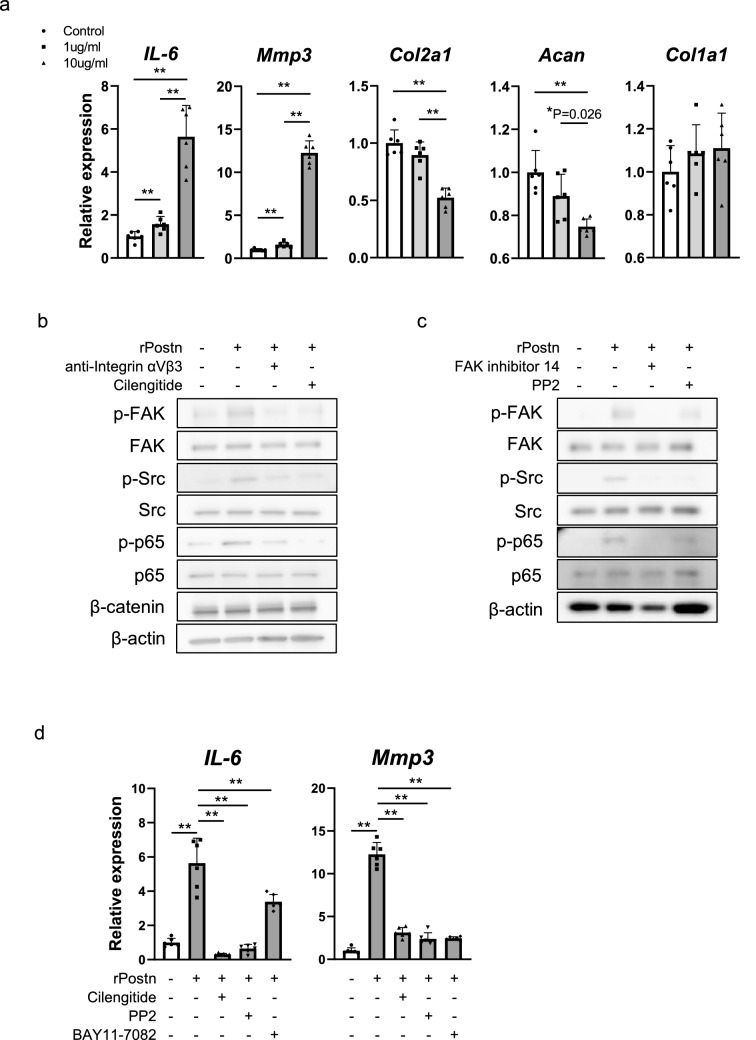
Postn suppressed *Col2a1* and *Acan* expression and promoted *IL-6* and *Mmp3* expression by activating the integrin-focal adhesion kinase (FAK)-Src-nuclear factor κB (NF-κB) signaling pathway in chondrocytes. (**a**) Relative mRNA expression of *IL-6*, *Mmp3*, *Col2a1*, *Acan* and *Col1a1* in chondrocytes treated with recombinant Postn (rPostn) (0, 1, and 10 μg/ml) for 24 h (n = 6 per group). (**b**) Western blot analysis for evaluating p-FAK, FAK, p-Src, Src, p-p65, p65, and β-catenin expression in rat primary chondrocytes treated with rPostn (1 μg/ml) alone or together with integrin αVβ3 antibody or Cilengitide (2.5 μM) for 1 h. (**c**) Western blot analysis to detect the expression of p-FAK, FAK, p-Src, Src, p-p65, and p65 in rat primary chondrocytes treated with rPostn (1 μg/ml) alone or together with FAK inhibitor 14 (2.5 μM) or PP2 (2.5 μM) for 1 h. (**d**) Relative mRNA expression of *IL-6* and *Mmp3* in rat primary chondrocytes treated with rPostn (10 μg/ml) alone or together with Cilengitide, PP2, or BAY11-7082 (5 μM) for 24 h (n = 6 per group). The Kruskal–Wallis test was used for multiple comparisons. The Mann–Whitney *U* test was used for comparisons between two groups. Values indicate the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### *Postn* expression induced by dynamic load reduction is mediated via STAT3 signaling

We cultured rat primary chondrocytes under a virtual microgravity (MG) state using an RPM (Supplementary Fig. 4a). The expression levels of Postn in the chondrocytes cultured under MG were upregulated, compared with that in the chondrocytes cultured under 1G condition (Fig. 5a,b). The expression levels of *IL-6* and *Mmp3* were upregulated, that of *Col2a1* was downregulated, and those of *Acan* and *Col1a1* remained unchanged in the chondrocytes cultured in MG (Fig. 5a). The expression of phosphorylated STAT3 (p-STAT3) was higher in chondrocytes cultured in MG for 3 h than in chondrocytes cultured under 1G condition, but the expression of p-p65, p-p38, p-Erk1/2, and β-catenin remained unchanged (Fig. 5c and Supplementary Fig. 4b). The expression of p-STAT3 and p-p65 was higher in chondrocytes cultured in MG for 24 h than under 1G condition (Fig. 5c). Furthermore, the increased expression of *Postn* in chondrocytes cultured under MG was suppressed in chondrocytes treated with Stattic, an inhibitor of STAT3 signaling. However, a similar suppression was not observed in cells treated with BAY11-7082 (Fig. 5d).

**Figure 5:**
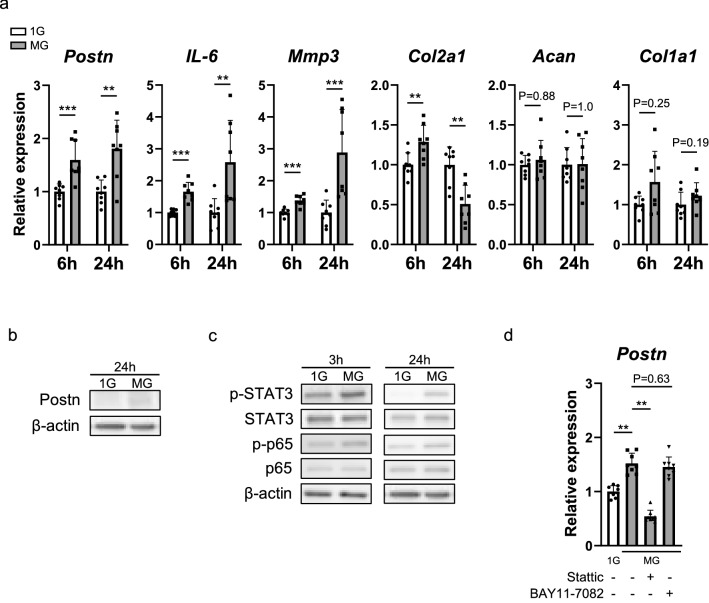
Microgravity (MG) induced Postn expression through signal transducer and activator of transcription 3 (STAT3) phosphorylation. (**a**) Relative mRNA expression of *Postn*, *IL-6*, *Mmp3*, *Col2a1*, *Acan*, and *Col1a1* in chondrocytes cultured for 6 and 24 h under 1 g (1G) centrifugal force (1G) and in MG. (n = 8 per group). (**b**) Western blot to detect Postn expression in rat primary chondrocytes cultured for 24 h in 1G and MG. (**c**) Western blot analysis for evaluating p-STAT3, STAT3, p-p65, and p65 expression in rat primary chondrocytes cultured for 3 and 24 h in 1G and MG. β-actin was used as an internal control. (**d**) Real-time qPCR results for *Postn* in rat primary chondrocytes cultured in 1G and MG in the presence or absence of Stattic (2.5 μM) or BAY11-7082 for 6 h. (n = 8 per group). The Mann–Whitney *U* test (**a**) and Kruskal–Wallis test (**d**) were used for statistical analysis. Values indicate the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### *IL-6* induces *Postn* expression via STAT3 signaling by a feedback mechanism

The expression levels of p-STAT3 were upregulated in rat primary chondrocytes treated with rIL-6 (Fig. 6a). Additionally, the expression of *Postn* and *Mmp3* was upregulated in chondrocytes treated with rIL-6 in a dose-dependent manner (Fig. 6b). Furthermore, rIL-6-induced upregulated expression of *Postn* was suppressed by Stattic (Fig. 6c), and rIL-6-induced upregulated expression of *Mmp3* was suppressed by Stattic and BAY11-7082 (Fig. 6d). Moreover, rIL-6-induced upregulated expression of Mmp3 was suppressed in *Postn*^*−/−*^ mouse-derived primary chondrocytes when compared with WT mouse-derived primary chondrocytes (Supplementary Fig. 5).

**Figure 6:**
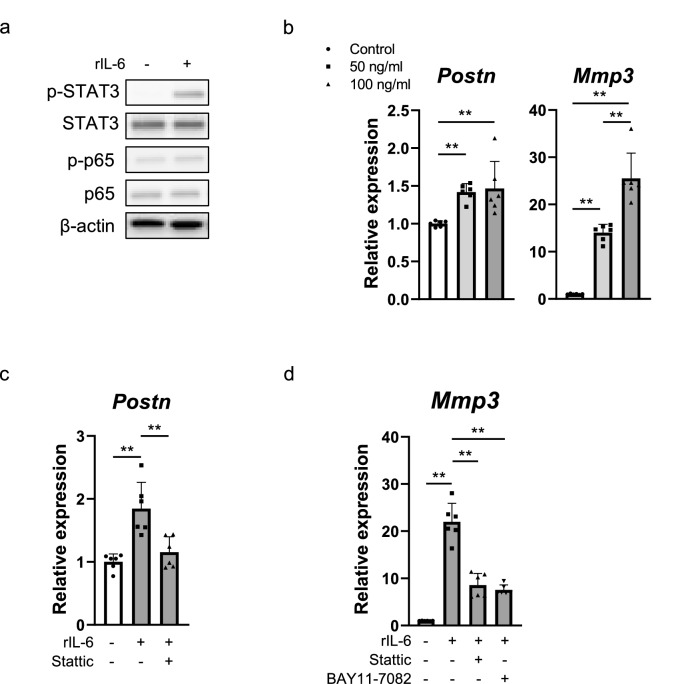
IL-6 accelerated STAT3-Postn-NF-κB signaling. (**a**) Western blot results for p-STAT3, STAT3, p-p65, and p65 expression in rat primary chondrocytes treated with recombinant IL-6 (rIL6; 50 ng/ml) for 2 h. (**b**) Real-time qPCR results for *Postn* and *Mmp3* expression in rat primary chondrocytes treated with rIL-6 (0, 50, 100 ng/ml) for 24 h (n = 6 per group). (**c**) Real-time qPCR results for *Postn* expression in rat primary chondrocytes treated with rIL-6 (50 ng/ml) alone or together with Stattic for 24 h (n = 6 per group). (**d**) Real-time qPCR results for *Mmp3* expression in rat primary chondrocytes treated with rIL-6 (50 ng/ml) alone or together with Stattic or BAY11-7082 for 24 h (n = 6 per group). The Kruskal–Wallis test was used for multiple comparisons. The Mann–Whitney *U* test was used for comparisons between two groups. Values indicate the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### Cartilage degeneration is suppressed in *Postn*^−/−^ DA-DDH mice

We generated the DA-DDH mouse model (Supplementary Fig. 6a). Although the hip joint of 8-week-old DA-DDH mice was not completely dislocated, the acetabulum and the femoral head had poor compatibility, the anterior and inferior walls of acetabulum were hypoplasia, the posterior wall was thickened, and the femoral head was flattening (Supplementary Fig. 6b,c). These phenotypes were similar with the rat DA-DDH model. In *Postn*^*−/−*^ DA-DDH mice, cartilage degeneration in the anterior wall of the acetabulum was markedly suppressed relative to that in WT DA-DDH mice (Fig. 7a and Supplementary Fig. 7a). Additionally, the expression of Col2a1 was downregulated, whereas the expression of Col1a1 and Postn was upregulated, in the acetabular cartilage of the WT DA-DDH mice (Fig. 7a and Supplementary Fig. 7b). The downregulation of Col2a1 expression and upregulation of Col1a1 expression were suppressed in the acetabular cartilage of the *Postn*^−/−^ DA-DDH mice. Furthermore, the expression of Postn, p-p65, IL-6, and Mmp3 was upregulated in the acetabular cartilage of the WT DA-DDH mice, but this upregulated expression was suppressed in the *Postn*^−/−^ DA-DDH mice (Fig. 7a,b and Supplementary Fig. 7c). Immunostaining revealed that p-STAT3 expression was increased in the acetabular cartilage of the WT DA-DDH mice but suppressed in the *Postn*^−/−^ DA-DDH mice (Fig. 7c and Supplementary Fig. 7d), indicating that downstream targets of Postn could stimulate STAT3 signaling. These results showed that the loss of Postn expression protected against cartilage degeneration in the acetabulum of DA-DDH models by suppressing the expression of IL-6 and Mmp3 via NF-κB signaling. Thus, we demonstrated that dynamic load reduction in the dislocated hip associated with DDH induced acetabular cartilage degeneration by activating the STAT3/Postn/NF-κB/IL-6 and Mmp3 feedback loop (Fig. 8).

**Figure 7:**
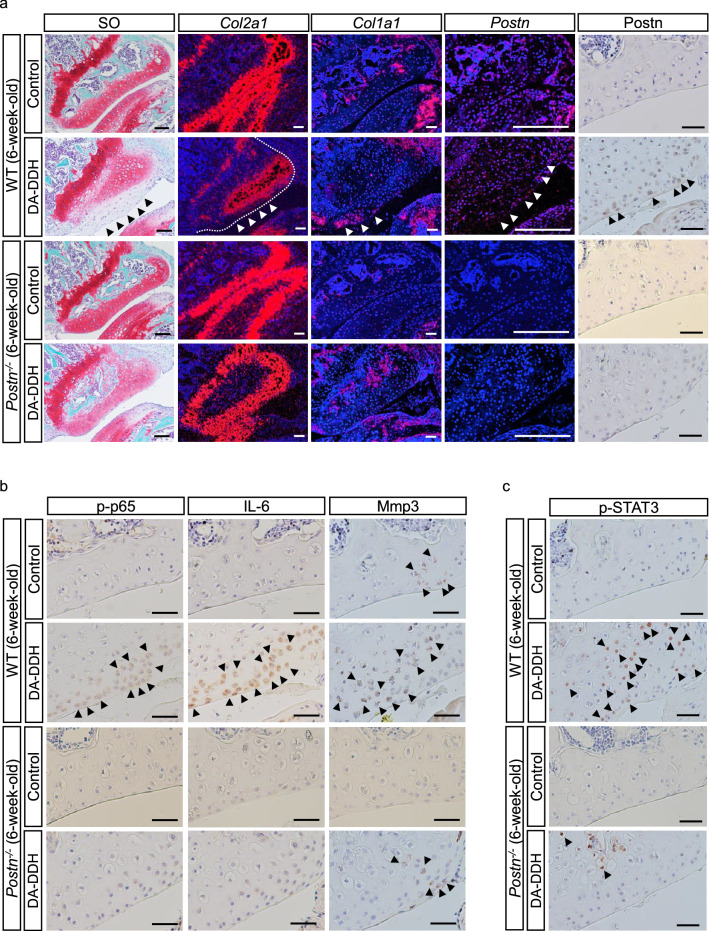
Postn deficiency suppressed cartilage degeneration in the acetabulum of DA-DDH mice. (**a**) SO staining, in situ hybridization (*Col2a1*, *Col1a1*, and *Postn*), and immunostaining (Postn) of the anterior wall of the acetabulum in 6-week-old mice. The white dotted line in the *Col2a1 *in situ hybridization indicates the joint line of the acetabulum. The black and white arrowheads indicate a fibrous change of cartilage, downregulated expression of *Col2a1*, upregulated expression of *Col1a1,* and Postn positive cells. Scale bar: SO staining; 100 μm, in situ hybridization; 200 μm, immunostaining; 50 μm. (**b**) Immunostaining for p-p65, IL-6, and Mmp3 expression of the anterior wall of the acetabulum in the 6-week-old mice. The black arrowheads indicate p-p65-, IL-6-, and Mmp3-positive cells. Scale bar: 50 μm. (**c**) Immunostaining for p-STAT3 expression in the anterior wall of the acetabulum in 6-week-old mice. Scale bar: 50 μm.

**Figure 8:**
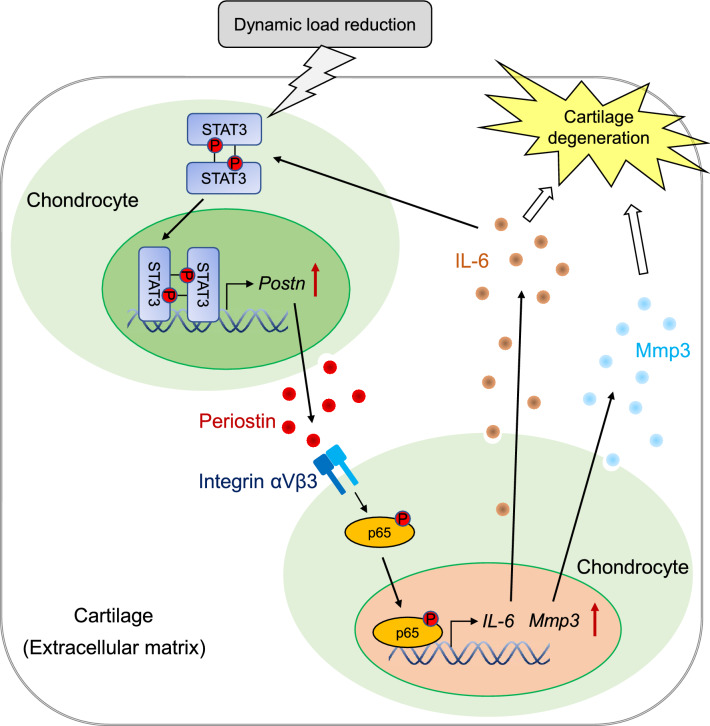
Schematic illustration of acetabular cartilage degeneration by IL-6 and MMP3 via the STAT3/periostin/NF-κB axis in developmental dysplasia of the hip. Dynamic load reduction induces Postn expression by activating STAT3 signaling; Postn induces IL-6 and Mmp3 expression through integrin-NF-κB signaling in the articular cartilage. IL-6/STAT3 signaling induced by Postn accelerates a feedback mechanism.

## Discussion

This study focused on the mechanism by which cartilage degeneration is induced in articular cartilage exposed to reduced dynamic load. *Prg4* expression was downregulated in the acetabular cartilage of DA-DDH rats. 

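In the fixed list of mechanosensitive genes, Prg4 and Cyr61 passed the authors' p and 2-fold. Cyr61 and Ctgf, targets of the YAP pathway, had log2 ratios of -1.24 (223 reads in the control and 132 in the DA-DDH library) and -0.67 (382 and 337), and the ion channel Trpv4 was at -1.14. Of the members of this list, 8 of 10 with at least 30 reads were below 0, with a median of -0.36 at percentile 1.82 among random lists of matched expression. With total-count scaling, which moves every ratio up, this median was 0.07 but stayed outside the central 95%, at percentile 1.83. Without Prg4, the gene of the list that the study names, it was -0.31, within the central 95%. Of 8 members of the superficial zone list, 4 were below 0, with Cilp2 at -0.59 and Creb5, a regulator of Prg4, at -0.76, and 4 above, with Thbs4 at 0.44 and Clu, which encodes clusterin, at 0.65 (92 and 203 reads). Their median was -0.20, at percentile 14.9, and with a floor of 100 reads, which 6 members reached, it was -0.67, at percentile 0.96. The paper lists the lower Prg4, the atrophied anterior wall of the acetabulum and its weaker SHG signal. It adds a fibrous change of hyaline cartilage without the wear and fibrillation of traumatic knee models. From these results together it inferred that the dynamic load on this cartilage was reduced.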

The anterior wall of the acetabulum in DA-DDH models was atrophied. SHG can evaluate collagen orientation in unstained tissue sections^20^. Moreover, it can identify changes in collagen orientation before changes in gene expression in tissues take place. Although SHG signaling intensity in cartilage subjected to excessive stress or traumatic damage is stronger than that under normal conditions^20^, in our study, the SHG signal of the cartilage of the anterior wall of the acetabulum in the DA-DDH rat was weaker than that in the control rat. Furthermore, wear, fibrillation and lack of hyaline cartilage observed in traumatic knee OA models such as destabilization of the medial meniscus model were not observed in the acetabular cartilage of DA-DDH models, but a fibrous change of hyaline cartilage was observed in their acetabular cartilage. Based on these results, we inferred that dynamic load on the acetabular cartilage in the dislocated hip of DA-DDH rats, especially on the cartilage of the atrophied anterior wall, was reduced. Therefore, we suggest that mechanisms different from excessive stress or traumatic damage-induced OA were involved in cartilage degeneration in the dislocated hip of DDH.

Postn is expressed in tissue exposed to load, as well as in damaged tissue, and promotes cell proliferation and migration, dedifferentiation, and tissue degeneration and reconstruction by activating several signaling pathways^13,16,17,21,22^. Postn interacts with other ECM molecules and induces fibrous tissue growth to contribute to the maintenance of tissue structure^13^. Although the Postn expression level is low in normal cartilage^23^, its expression is upregulated in damaged cartilage of patients with knee OA and rodent models of traumatic OA^16,17^. Han et al. indicated that Postn promoted cartilage degeneration via DDR1-Akt/β-catenin signaling^24^. Attur et al*.* demonstrated that Postn-induced MMP13 expression in chondrocytes was suppressed by inhibiting Wnt/β-catenin signaling and that loss of Postn protected against cartilage degeneration in models of traumatic knee OA^14,16^. In addition, Postn expression induced by damaged anterior cruciate ligament reportedly causes cartilage degeneration via paracrine effects^25^. Fibroblast-derived Postn promotes colorectal tumorigenesis via integrin-FAK-Src signaling pathway; then, IL-6 induced by Postn accelerates Postn expression by stimulating STAT3 signaling^26^. Bone marrow mesenchymal stromal cell-derived Postn promotes acute lymphoblastic leukemia progression by activating the integrin/ILK/NF-κB/CCL2/STAT3 loop^27^. Thus, Postn is involved in cell-to-cell interaction and regulates several intracellular signaling pathways.

We also revealed that the expression of Postn, IL-6, and Mmp3 was upregulated and that of *Col2a1* and *Acan* was downregulated in the articular cartilage of the unloaded acetabulum in DA-DDH models, compared with that in controls. In addition, Postn induced the expression of *IL-6* and *Mmp3* via integrin-FAK-Src-NF-κB signaling. We also showed that Postn suppressed the expression of *Col2a1* and *Acan* in chondrocytes. *IL-6* is a pro-inflammatory cytokine and induces the degeneration of various ECM components^28–31^. *MMP3* is a type of stromelysin that plays an essential role in tissue remodeling by degenerating ECM^32^ and inducing the breakdown of proteoglycans in the cartilage in OA and rheumatoid arthritis^33,34^. The expression of *MMP3* is reportedly upregulated in the articular cartilage of DDH-related hip OA patients^35^. We showed that the expression levels of IL-6 and Mmp3 were downregulated and cartilage degeneration was suppressed in the acetabular articular cartilage of the *Postn*^−/−^ DA-DDH mice compared with those of the WT DA-DDH mice.

To reproduce in vivo conditions in an in vitro culture system such that the chondrocytes were not stimulated with sufficient mechanical load, we cultured chondrocytes under a virtual MG state using an RPM. We observed that dynamic load reduction induced Postn expression via STAT3 signaling. In addition, the expression of *Col2a1* was downregulated in chondrocytes cultured under the MG condition. Moreover, IL-6, a downstream target of Postn, upregulated Postn expression via STAT3 signaling. Our findings provide supporting evidence that reduced dynamic load can promote acetabular cartilage degeneration by activating the STAT3/Postn/NF-κB/IL-6 and Mmp3 feedback loop in an autocrine or paracrine manner and may suppress chondrogenesis during the hip dislocation of DDH.

This study has a few limitations. We did not consider genetic^36–40^ or embryonic factors. DA-DDH rats showed approximately 10% lower body weight than the control rats. In DA-DDH models, nutritional deficiency, inflammation, tissue contusion, ischemia, wear and tears around the joint caused by swaddling may have affected cartilage homeostasis. Additionally, loss of synovial fluid might be biologically harmful to acetabular chondrocytes due to the loss of nutrition and synovial fluid derived stem cells, which are important to cartilage repair. The impaired perichondrium, a chondrocyte progenitor cell niche, might also be involved. Furthermore, our in vivo results suggest that Postn expression in the acetabular cartilage might be induced by the paracrine effect of Postn derived from fibrous tissue in and around the hip joint in DA-DDH models. Therefore, in future studies, Postn expression should be disrupted in a temporally controlled and cartilage-specific manner by genetic ablation in postnatal mice to investigate the acetabular cartilage after hip dislocation. Acetabular hypoplasia and hip dislocation occur to varying degrees during the natural process of DDH. However, we did not examine the degree and incidence of hip dislocation and acetabular dysplasia of rats with swaddling in detail. The mechanism of cartilage degeneration in mild hip dysplasia may differ from that of complete hip dislocation. In DA-DDH mice, although the hip joint did not completely dislocate, subluxation between the acetabulum and the femoral head caused similar changes with DA-DDH rats. *Postn*^−/−^ mice exhibit some skeletal abnormalities, which complicate mechanistic exploration in cartilage^14^. In the future, acetabular cartilage with DDH of various degrees should be investigated and compared to non-DDH to validate the underlying mechanism.

In conclusion, we demonstrated that dynamic load reduction in the dislocated hip associated with DDH induced acetabular cartilage degeneration by activating the STAT3/Postn/NF-κB/IL-6 and Mmp3 feedback loop in an autocrine or paracrine manner. We showed one pathway of mechanical–biological processes of chondrocytes in cartilage degeneration associated with DDH, but further studies are needed for understanding complex biological processes involving many cell types in DDH.

## Methods

### Animals

All methods were performed in accordance with the relevant guidelines and regulations. All experimental protocols were approved by the Gifu University Animal Experiment Committee (H30-099). The animal experiments were conducted in compliance with the Animal Research: Reporting in vivo experimental guidelines. Information on the animals used has been provided in Supplementary Table 1. *Postn*^−/−^ mice were provided by the Material Management Center in Kyushu University^13^. We crossed these mice and C57BL/6J mice to generate the *Postn*^−/−^ and *Postn*^+*/*+^ littermate controls. Rats and mice were housed in individually ventilated cages in a hygienic barrier facility operating at 23 ± 1 °C and 50 ± 10% humidity. The controls and DA-DDH models used for in vivo analyses were littermate and housed in the same cages. Food and water were available freely, and photoperiod lasted from 8:00 to 20:00.

### Establishment of animal DA-DDH models

The DA-DDH rats were generated as described previously^11,12,41,42^. Since the lower extremities of the neonate mice were too short for swaddling, to establish the DA-DDH mice, we threaded 5–0 prolene (Ethicon) onto the distal femur and proximal tibia of two-week-old C57BL/6 mice, tied them, and swaddled in hip adduction and knee extension positions for two weeks. The surgical tape for swaddling was changed in the DA-DDH models once every two days, and they were released from the fixing for several hours at that time. Water bottles and food were placed on the floor of the cages. More than three rats or mice were used in each group to obtain unbiased and reliable results; the sample size for each experiment is indicated in the figures representing the corresponding results. Rats and mice were divided into DA-DDH and control groups by randomization; sex was not evaluated. The body weight of the rats was evaluated over time. A few rats and mice had to be excluded from the evaluation owing to mortality due to gastrointestinal disorders induced by abdominal compression, but no other exclusion criteria were set. Flow charts for the rat and mouse in vivo experiments were showed in Supplementary Figs. 1a and 5a. The numbers of animals used in this study are summarized in Supplementary Table 2.

### X-ray examination

Radiographic examination was performed with a Faxitron cabinet X-ray system (Model 43855D, Faxitron X-Ray LLC), at 26 kV and exposure time of 10 s.

### Histological analyses

The hip joints were fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS, pH 7.4) overnight at 4 °C and decalcified with G-Chelate Mild (pH 7.2 EDTA buffer; GenoStuff) for 14 days. The hip joints were fixed in paraffin, sectioned into 5-μm-thick axial sections, and stained with Hematoxylin–eosin and safranin O/fast green.

### Acetabular cartilage collection and RNA extraction

Acetabular cartilage samples were collected using tools for microsurgery and a microscope to avoid collecting subchondral bone, bone marrow, and soft tissues as possible. Total RNA was extracted using the RNeasy Plus Mini Kit (Qiagen) according to the manufacturer’s instructions. Independent RNA samples were extracted from the bilateral acetabulum of each model.

### RNA-seq analysis

Total RNA-seq was performed as described previously^43–45^. The integrity of the isolated RNA was verified using the 2100 Bioanalyzer (Agilent Technologies). RNA samples with an RNA integrity value > 8 were diluted to 100 ng/ml before further analyses. RNA-Seq libraries were prepared using the TruSeq Stranded mRNA Sample Prep Kit set A (Illumina). Each library was sequenced on MiSeq (Illumina) with MiSeq Reagent kit V3 150 cycle (Illumina) by 75 base pair-end reads. Differentially expressed genes were determined by an exact test after normalization. 

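An exact test between 1 library and another needs a value for the variation between like libraries, the dispersion, which these libraries cannot give by themselves. The paper does not say how this value was set. If it was drawn from these 2 libraries, it would also hold the difference between the conditions. The dispersion that the authors' p-values imply was read off for the 197 genes with at least 100 reads in both libraries and an absolute log2 ratio of at least 0.5. Its median was 0.0632 (5th to 95th percentile 0.0491 to 0.0788), a coefficient of variation of 0.251 between libraries. It was 0.0502 for the 26 of them with most reads, such as Col2a1 and Prg4, and 0.0686 for the 118 with fewest. For the 272 genes with more than 2-fold change and 30 to 99 reads in the library with more, it was 0.177. Nkd2, with 6 and 47 reads and a log2 ratio of 2.40, is an example of a gene with few reads that passed the thresholds. At a dispersion of 0.01 for all genes, edgeR's exact test passed 825 genes at p under 0.05 and above 2-fold, at 0.04 it passed 599, and at 0.16 it passed 136. These counts compare the 2 libraries under an assumed variation and are not tests of the conditions. Of the 77 genes of the authors' deposited table, 77 were among those passed at 0.01 and at 0.04, and 25 among those at 0.16.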

Pathway analyses were performed using DAVID Bioinformatics Resources as described previously^46^.

### Real-time quantitative PCR (qPCR)

The extracted RNA was reverse-transcribed using the High-Capacity cDNA Transcription Kit (Applied biosystems). Real-time qPCR reactions were prepared using TB Green Premix Ex Taq II (Takara Bio) and run on the Thermal Cycler Dice Real-Time System II (Takara Bio). The reactions were performed in triplicate, and target mRNA levels were normalized with those of glyceraldehyde-3-phosphate dehydrogenase used as the internal control. PCR primers are listed in Supplementary Table 3.

### In situ hybridization

In situ hybridization using ^35^S labeling of an RNA-probe was performed as described previously^47^. The hybridization signals were imaged using a red filter, and the images were then superimposed on blue fluorescent images of the cell nuclei stained with Hoechst 33258 dye (Sigma-Aldrich). Additional information on the reagents used has been provided in Supplementary Table 1.

### SHG analysis

SHG imaging was performed by multi-photon microscopy (A1R-MP, Nikon, Inc.) wherein the microscope was equipped with a water immersion lens (CFI75 Apo 25 × W MP, NA:1.1, Nikon, Inc.) and a Ti:sapphire laser oscillator (MaiTai eHP, Spectra-Physics, Inc.) as described previously^20,48^. Excitation wavelengths of 950 nm with emission filter sets, the dichroic mirror 495 nm, and the shortpass filter 492 nm were used to detect the SHG signal. The images were acquired as z-stack image sequences with a step size of 2 μm. For observing whole tissue sections, 4 × 4 or 5 × 5 images (each 0.5 mm × 0.5 mm field of view, size 512 × 512 pixels) were recorded and stitched to create large images using NIS Elements software (Nikon, Inc.). The images were originally recorded as 12-bit gray-level images and subjected to the maximum intensity projection.

### Immunohistochemistry analysis

The sections were deparaffinized, rehydrated, and then treated with Liberate Antibody Binding Solution (Thermo Fisher Scientific) for 10 min and blocked with 3% bovine serum albumin (BSA) in PBS. The sections were then incubated overnight at 4 °C with the primary antibodies. The signal was detected using the En Vision Detection Kit (Dako). For assessing Ki67 expression using immunofluorescence, deparaffinized sections were boiled for 10 min under high pressure and temperature in Histofine (Nichirei Bioscience) was used for antigen retrieval. The antibodies used in these experiments are listed in Supplementary Table 1.

### TUNEL assay

The TUNEL assay was performed using the In Situ Cell Death Detection Kit, AP (Sigma-Aldrich), according to the manufacturer’s instructions.

### Primary culture of chondrocytes

Chondrocytes were isolated from 5–7-day-old rats according to a protocol described previously^49^. The cells were cultured in high-glucose Dulbecco’s Modified Eagle’s Medium supplemented with 10% fetal bovine serum (Thermo Fisher Scientific) and 1% penicillin–streptomycin (FUJIFILM Wako).

### Chondrocytes treated with recombinant protein and inhibitors

Primary chondrocytes were seeded on 24-well culture plates (6 × 10^4^ cells/well) for RNA extraction or on 6-well culture plates (3 × 10^5^ cells/well) for protein extraction and incubated overnight. The cells were incubated in a fresh serum-free medium with recombinant proteins and/or inhibitors. The reagents used in this experiment are listed in Supplementary Table 1. For the control group, the cells were treated with the same volume of the vehicle.

### Three-dimensional microgravity cell culture and two-dimensional fast-rotating culture

The MG condition was generated using an RPM device (Yamato Scientific). The chondrocytes were seeded (3.5 × 10^5^ cells/flask) on T25 flasks (Corning) and cultured overnight. The flasks were filled with culture medium without air bubbles and fixed on the RPM, positioned in an incubator set at 37 °C and supplied with 5% CO_2_. A centrifugal force of 1 g (1G) was established for the control.

### Western blotting

Protein was extracted from cells using RIPA buffer supplemented with a Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific) and centrifuged; the supernatant was collected. An equal amount of lysate (20 μL), containing 5 μg protein, was loaded and resolved on a 10% SDS polyacrylamide gel (FUJIFILM Wako). The proteins were transferred onto a nitrocellulose membrane (Merck Millipore). The membranes were blocked using 3% BSA in Tris-buffered saline with Tween 20 and incubated overnight with the primary antibody. Antibodies used in this experiment are listed in Supplementary Table 1. The membranes were then incubated with a secondary HRP-linked antibody and incubated with ImmunoStar Zeta (FUJIFILM Wako) for generating the immunoreactive signal. The bands were detected with ImageQuant™ LAS 4000 (GE Healthcare).

### Statistical analysis

All results are presented as means ± SD. The sample size was determined based on previous studies^27^ and was not calculated based on statistical power. Because of the small sample size, we could not guarantee the normality and homogeneous variance of each variable. Therefore, a non-parametric method was used for all statistical analyses. All results are presented as the median and interquartile range (IQR). The data were evaluated using a Mann–Whitney *U* test and Kruskal–Wallis test using GraphPad PRISM software version 8.0 (GraphPad, Inc.). The statistical test used in each experiment is indicated in the corresponding figure. A two-sided *P*-value less than 0.05 was considered to reflect statistically significant differences.

## Supplementary Information

Supplementary Information.

## Data Availability

The RNA-seq data have been deposited in the Gene Expression Omnibus database under the accession code GSE173637. All other data supporting the findings of this study are available within the article, its Supplementary information files, and from the corresponding author upon reasonable request.

# Supplementary material for: Reduced dynamic loads due to hip dislocation induce acetabular cartilage degeneration by IL-6 and MMP3 via the STAT3/periostin/NF-κB axis
**Source:** Sci Rep. 2022 Jul 16;12:12207. doi: 10.1038/s41598-022-16585-6
**Supplement:** Supplementary file 1 — Supplementary Information.

Reduced dynamic loads due to hip dislocation induces acetabular cartilage degeneration by IL-6 and MMP3 via STAT3/periostin/NF- κ B axis

Yutaka Nakamura,¹ Mitsuru Saitou,¹ Shingo Komura,¹ Kazu Matsumoto,¹ Hiroyasu Ogawa,¹ Takaki Miyagawa,¹ Takashi Saitou,² Takeshi Imamura,² Yuuki Imai,³ Hiroshi Takayanagi,⁴ and Haruhiko Akiyama¹

Conflict of interest

The authors have no conflict of interest to declare.

Supplementary Information

Legends to Supplementary Figures (Supplementary Fig. 1 – 13)

Legends to Supplementary Tables (Supplementary Table 1 – 3)

Supplementary Fig. 1.

Establishment of rat disarticulation models of developmental dysplasia of the hip (DA-DDH).

- (a) Flow chart for the rat *in vivo* experiments. Neonatal rats were randomly divided into two groups. Rats in DA-DDH group were swaddled for 10 days.
- (b) Body weight of the control and DA-DDH rats over time.

Supplementary Fig. 2.

Morphological, histological, and gene expression analyses of the hips of DA-DDH rats.

- (a) Hematoxylin-eosin (HE) and safranin O/fast green (SO) staining of the hip of 10-day-old rats. Scale bar, 200 μm .
- (b) Relative mRNA expression of *Col2a1*, *Acan*, *Coll10a1*, *Mmp13*, and *Colla1* in the acetabulum of 10-day-old rats (n = 8 per each group).
- (c) *In situ* hybridization showing *Col2a1* and *Colla1* expression in the acetabulum of 10-day-old rats. Scale bar, 200 μm .
- (d) Second harmonic generation (SHG) analysis of the acetabular cartilage of 10-day-old rats. Scale bar, 100 μm .

- (e) Terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) assay staining in the acetabulum of the 10-day- and 4-week-old rats. Scale bar, 100 μm .
- (f) Immunostaining of Ki67 in the acetabulum of the 10-day- and 4-week-old rats. Scale bar, 50 μm . The graph shows the percentage of Ki67-positive cells in the acetabulum of the 10-day-old rats. Sections were analyzed by two observers blinded to the experiments (rats, $n = 4$; sections, $n = 3$; fields, $n = 12$; magnification, 20 x). White dotted lines indicate the joint line of the acetabulum (D, E, F). Mann-Whitney U test was used for statistical analysis. Values indicate the mean $\pm$ SD. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$.

Supplementary Fig. 3.

Catabolic gene expression in the acetabular cartilage of the 10-day-old rats.

- (a) Relative mRNA expression of *IL-1 β* , *TNF α* , and *Nos2* in the acetabular cartilage of 10-day-old rats ($n = 8$ per each group).
- (b) HE staining and immunofluorescence (IF) co-staining of the acetabulum of 4-week-old rats. The dotted squares in the left panel images of each sample indicates the regions of the middle and right panels. The white line indicates the joint line of the

acetabulum, and the white dotted line shows positive region. Scale bar: HE; 100 μ m, IF co-staining; 50 μ m. Mann-Whitney U test was used for statistical analysis. Values indicate the mean $\pm$ SD. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$.

Supplementary Fig. 4.

Gene expression and western blot analysis of chondrocytes cultured in the microgravity environment (MG).

- (a) The random positioning machine was located in the incubator.
- (b) Western blot for phospho-p38 (p-p38), p38, phospho-Erk1/2 (p-Erk1/2), Erk1/2, and β -catenin expression in chondrocytes cultured for 3 h in 1G and MG. β -actin was used as an internal control.

Supplementary Fig. 5. rIL-6-induced upregulated expression of Mmp3 was suppressed in primary chondrocytes of *Postn*^{-/-} mice

Real-time qPCR results for Mmp3 expression in WT and *Postn*^{-/-} mice primary chondrocytes treated with rIL-6 (50 ng/ml) for 24 h (n = 4 per group). Kruskal Wallis test was used for multiple comparisons. Mann-Whitney U test was used for comparisons between two groups. Values indicate the mean $\pm$ SD. * $P < 0.05$, ** $P < 0.01$, ***

P < 0.001.

Supplementary Fig. 6. Establishment and histological analysis of the wild-type (WT) and *Postn*^{-/-} DA-DDH mice.

- (a) Flow chart for mice *in vivo* experiments. Two-week-old mice were randomly divided into two groups. Mice in DA-DDH group were swaddled for 2 weeks.
- (b) Macroscopic images of the acetabulum and the femoral heads of 8-week-old mice.

In DA-DDH mice, the arrow indicates the hypoplastic anterior wall, and the asterisk indicates the rough articular surface of the femoral head.
- (c) Safranin O/fast green (SO) staining of the anterior walls and posterior walls of the acetabulum in 8-week-old WT control and DA-DDH mice. Scale bar, 100 μ m.

Supplementary Fig. 7. Histological analysis of the wild-type (WT) and *Postn*^{-/-} DA-DDH mice.

- (a) SO staining of the anterior wall of the acetabulum in the 6-week-old mice (n=4; WT-DA-DDH, n=4; *Postn*^{-/-} DA-DDH). Scale bar: 100 μ m
- (b) Immunostaining (Col2a1 and Col1a1) of the anterior wall of the acetabulum in the 6-week-old mice. Scale bar: 50 μ m.

- (c) The percentage of IL-6 or Mmp3 positive cells in the anterior wall of the acetabulum of 6-week-old mice. Sections were analyzed by two blinded observers (mice, n = 5; sections, n = 2; fields, n = 10; magnification, 20 ×).
- (d) The percentage of p-STAT3 positive cells. Sections were analyzed by two observers blinded to the experiment (mice, n = 3; sections, n = 2; fields, n = 6; magnification, 20 ×). Kruskal Wallis test was used for multiple comparisons. Mann-Whitney U test was used for comparisons between two groups. Values indicate the mean ± SD. * P < 0.05, ** P < 0.01, *** P < 0.001.

Supplementary Fig. 8.

- (a) *In situ* hybridization images for *Postn* to support Fig. 3(b) and 3(c).
- (b) Immunostaining images for *Postn* to support Fig. 3(b) and 3(c).
- (c) *In situ* hybridization images for *Postn* to support Fig. 7(a).
- (d) Immunostaining images for *Postn* to support Fig. 7(a).

Supplementary Fig. 9.

Uncropped gel images for p-FAK, FAK, p-Src, Src, p-p65, p65, β-catenin, and β-actin to support Fig. 4(b).

Supplementary Fig. 10.

Uncropped gel images for p-FAK, FAK, p-Src, Src, p-p65, p65, and β -actin to support Fig. 4(c).

Supplementary Fig. 11.

Uncropped gel images for Postn to support Fig. 5(b); p-STAT3, STAT3, p-p65, p65, and β -actin to support Fig. 5(c).

Supplementary Fig. 12.

Uncropped gel images for p-p38, p38, p-Erk1/2, Erk1/2, and β -catenin to support Supplementary Fig. 4(b).

Supplementary Fig. 13.

Uncropped gel images for p-STAT3, STAT3, p-p65, p65, and β -actin to support Fig. 6(a).

Supplementary Table 1.

Animals, reagents, and resources used in this study.

Supplementary Table 2.

Numbers of animals used in this study.

Supplementary Table 3.

Sequences of the qPCR primers used in this study.

a

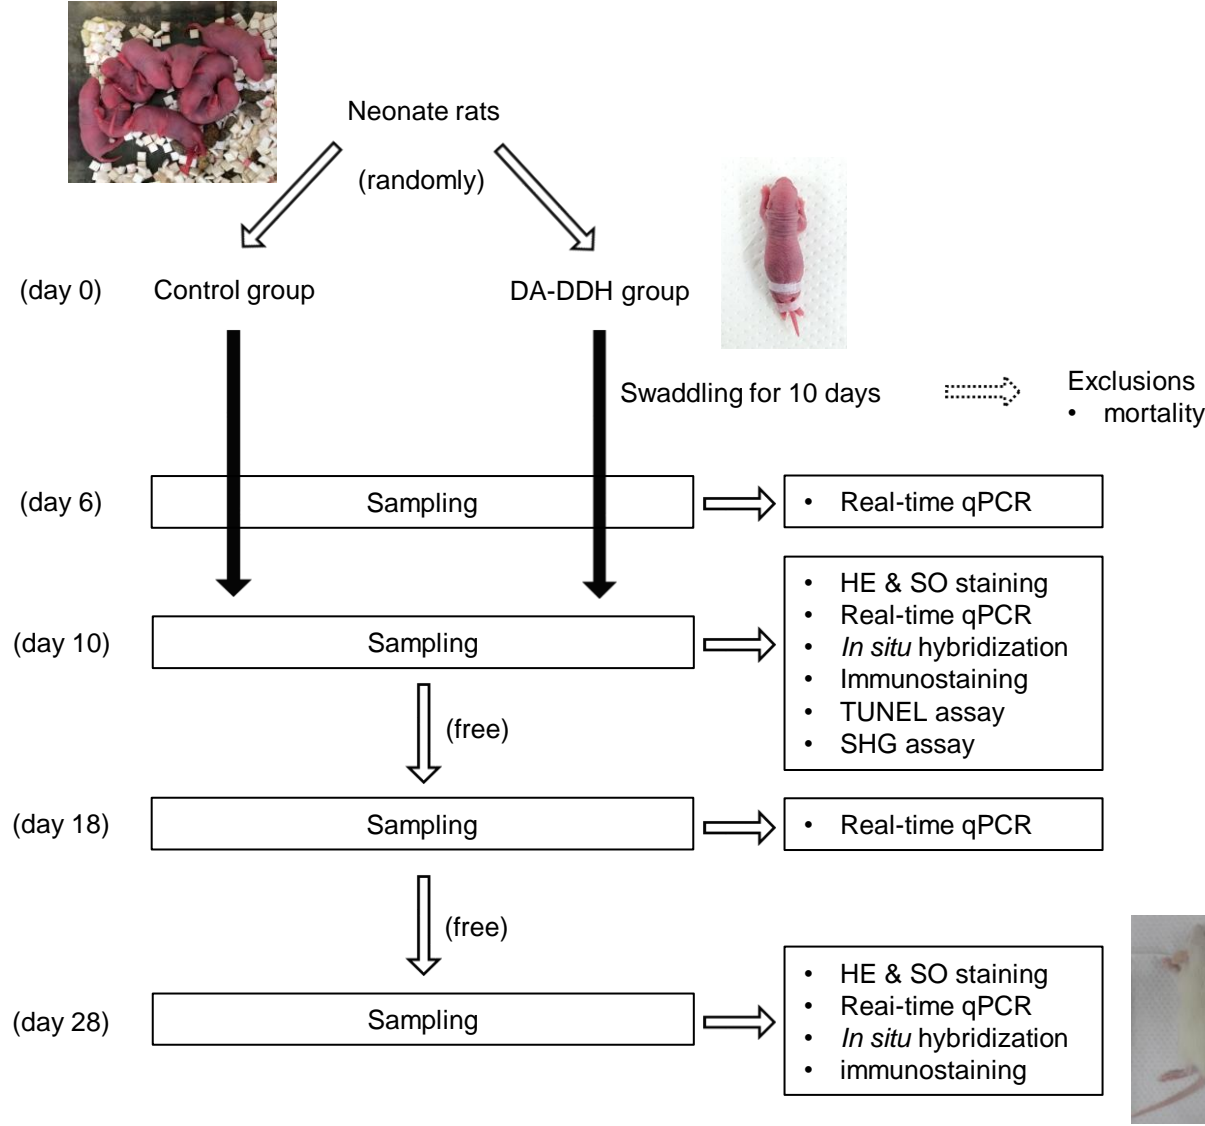

b

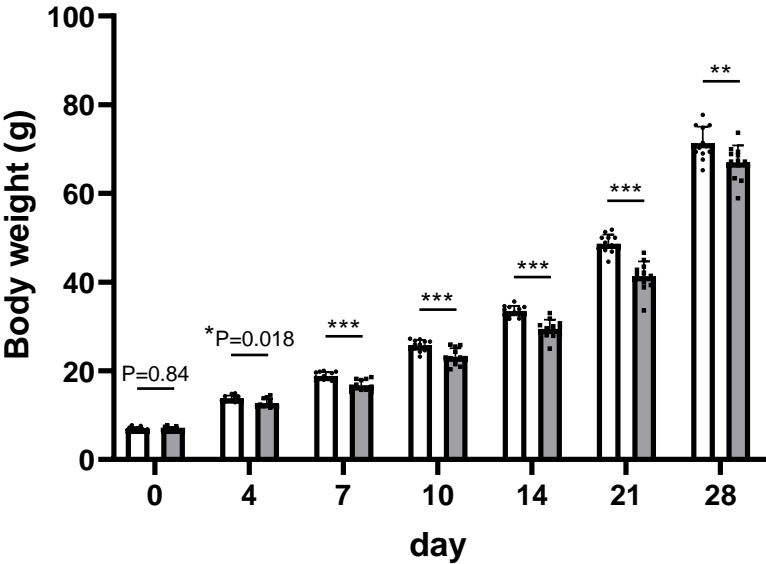

Supplementary Figure 2

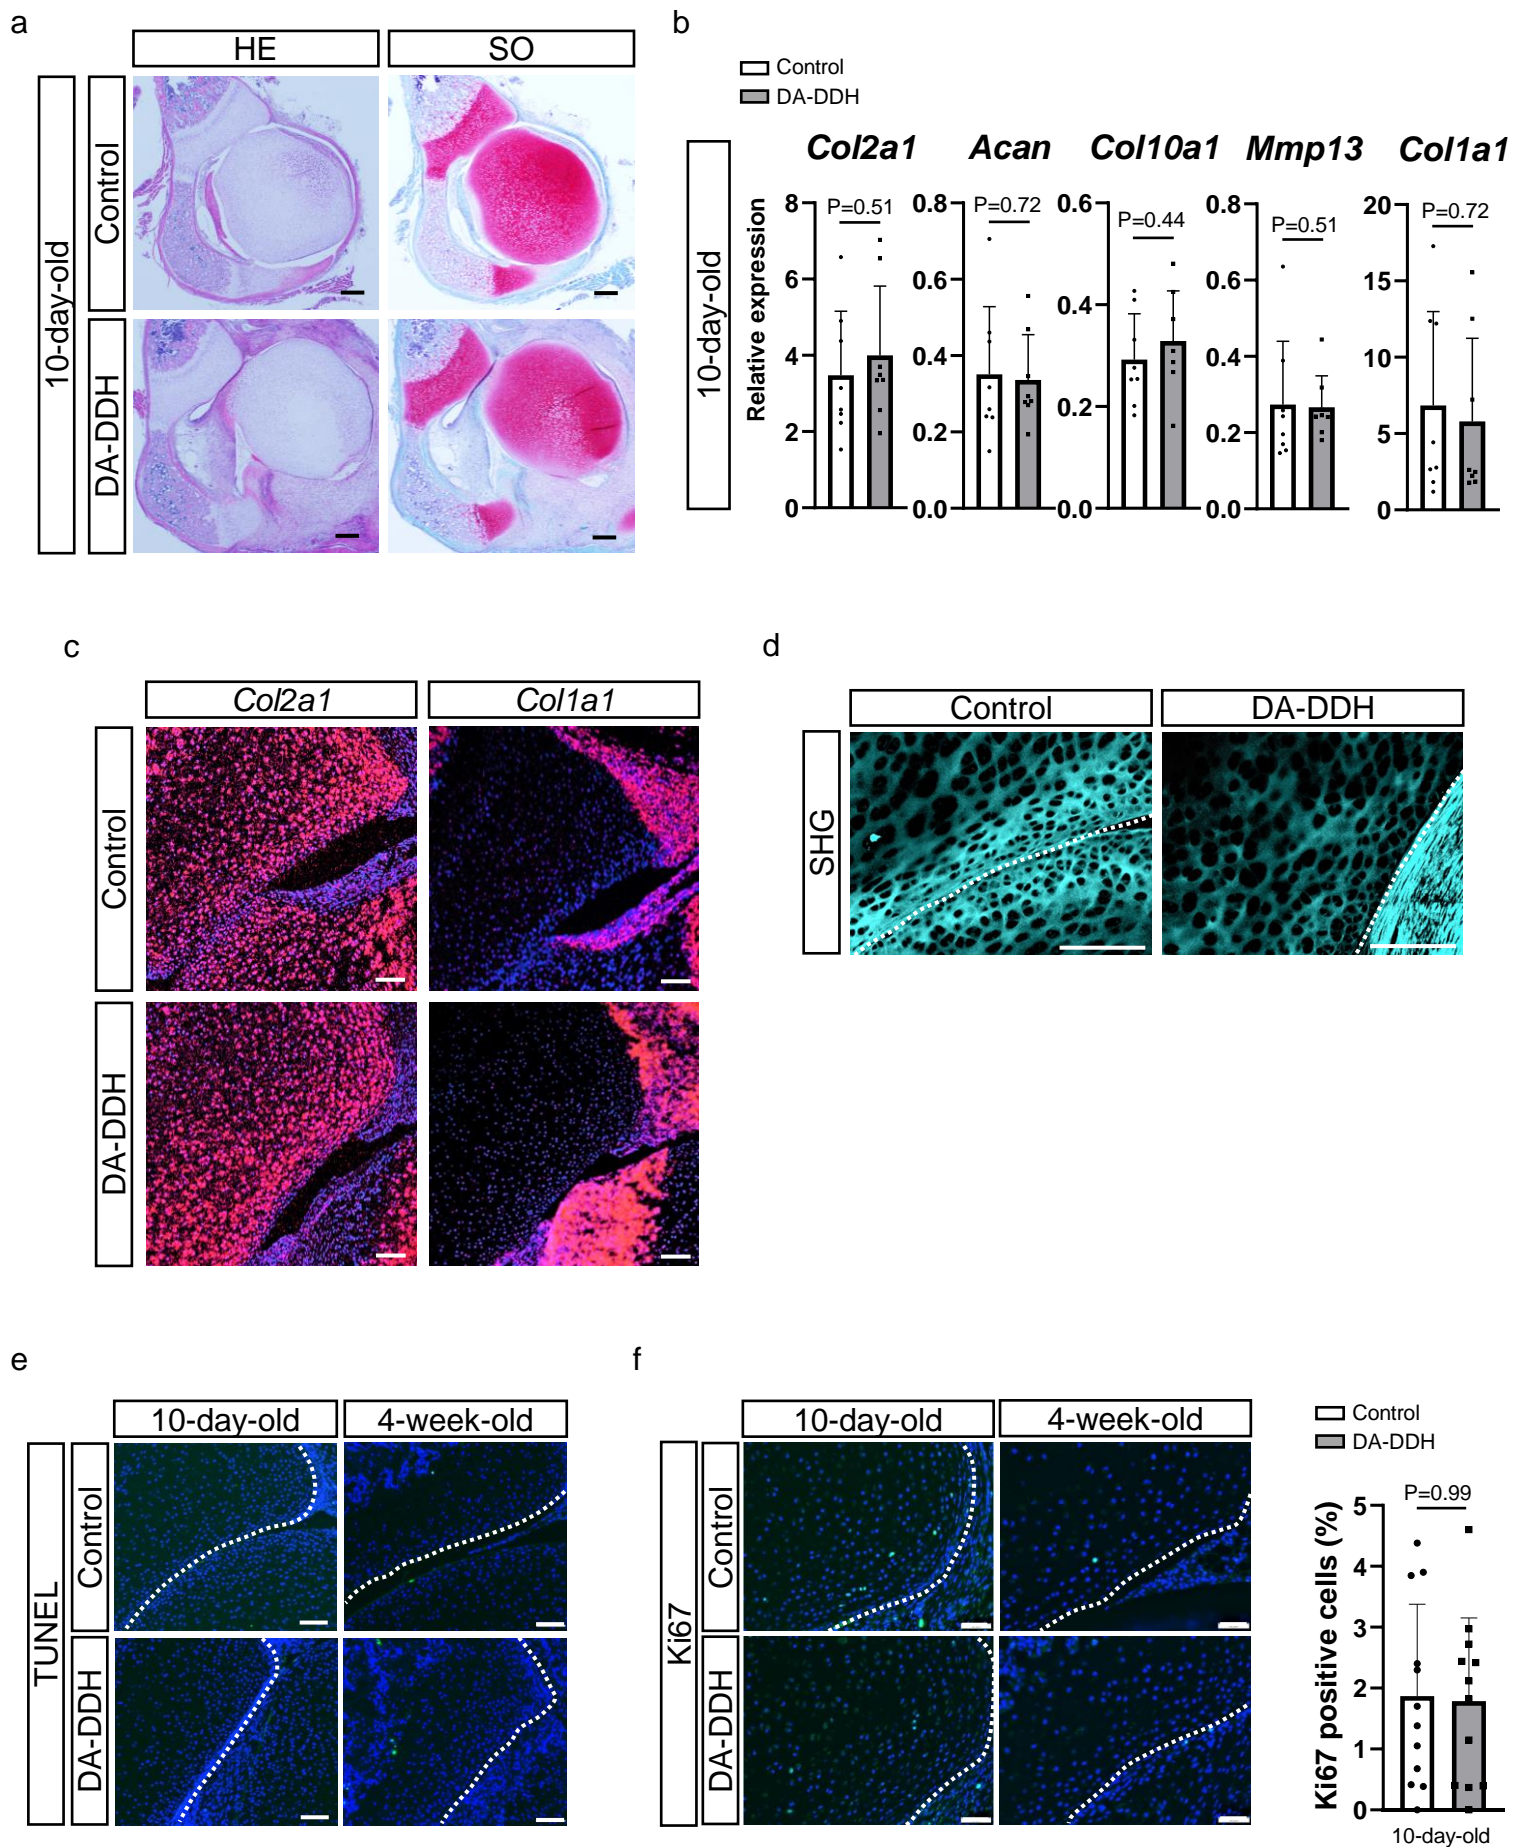

a

□ Control
■ DA-DDH

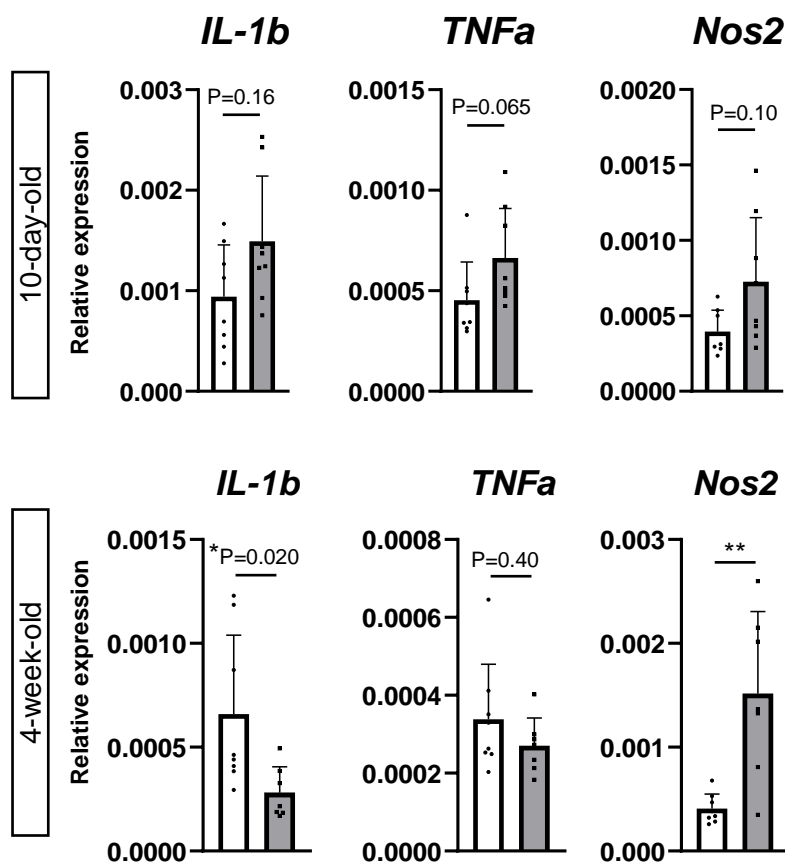

b

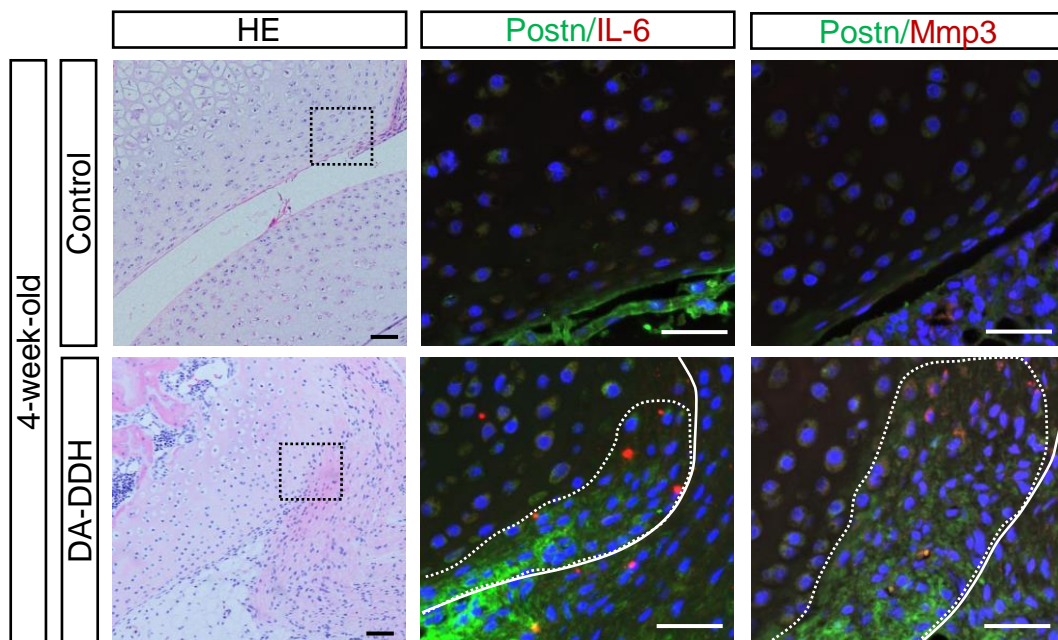

Supplementary Figure 4

a

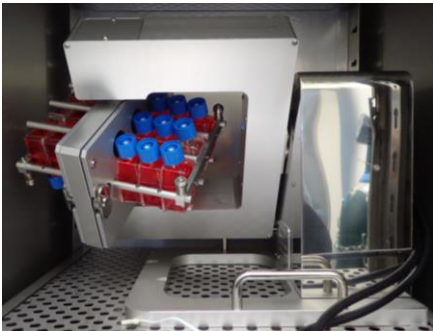

b

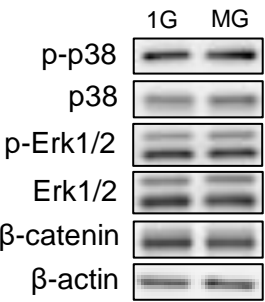

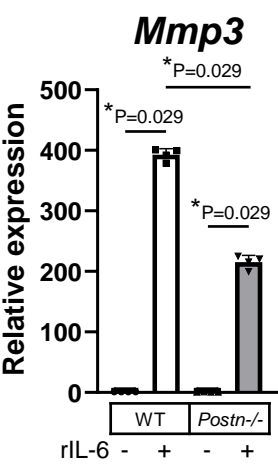

a

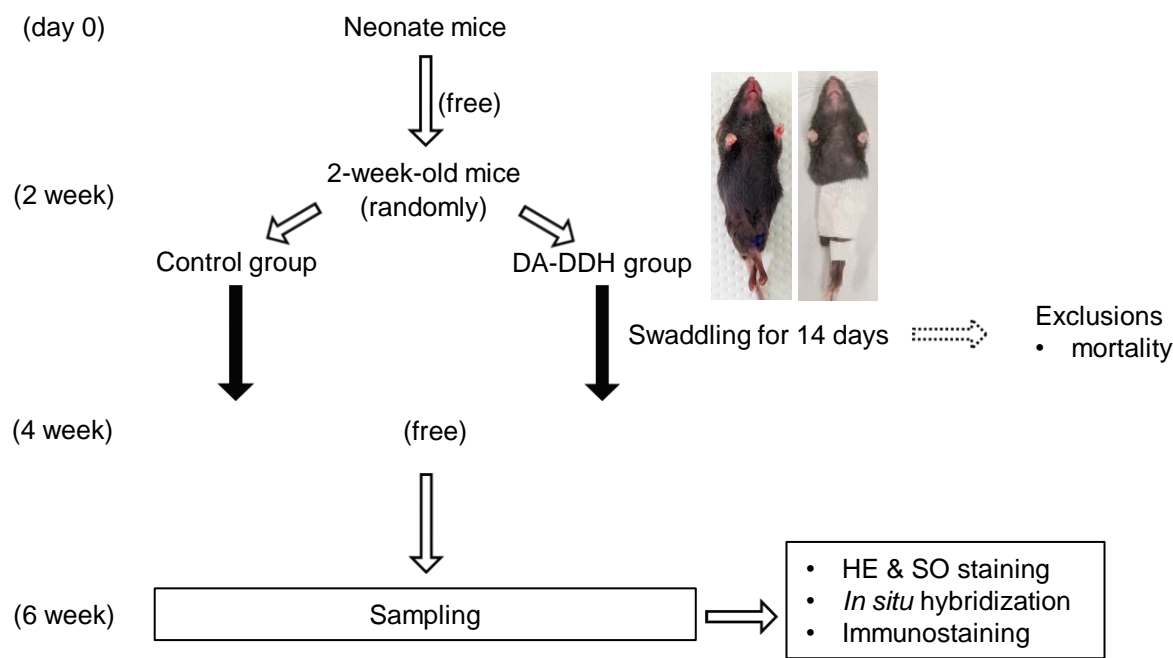

b

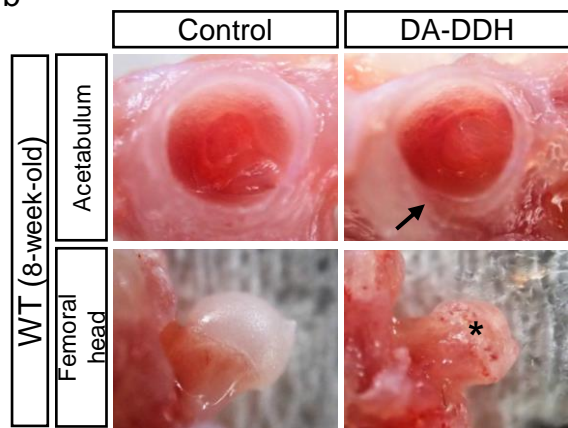

c

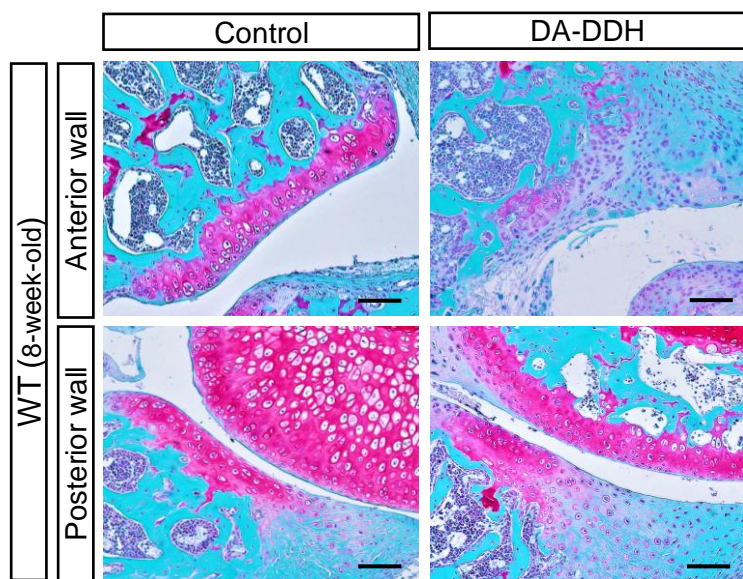

a

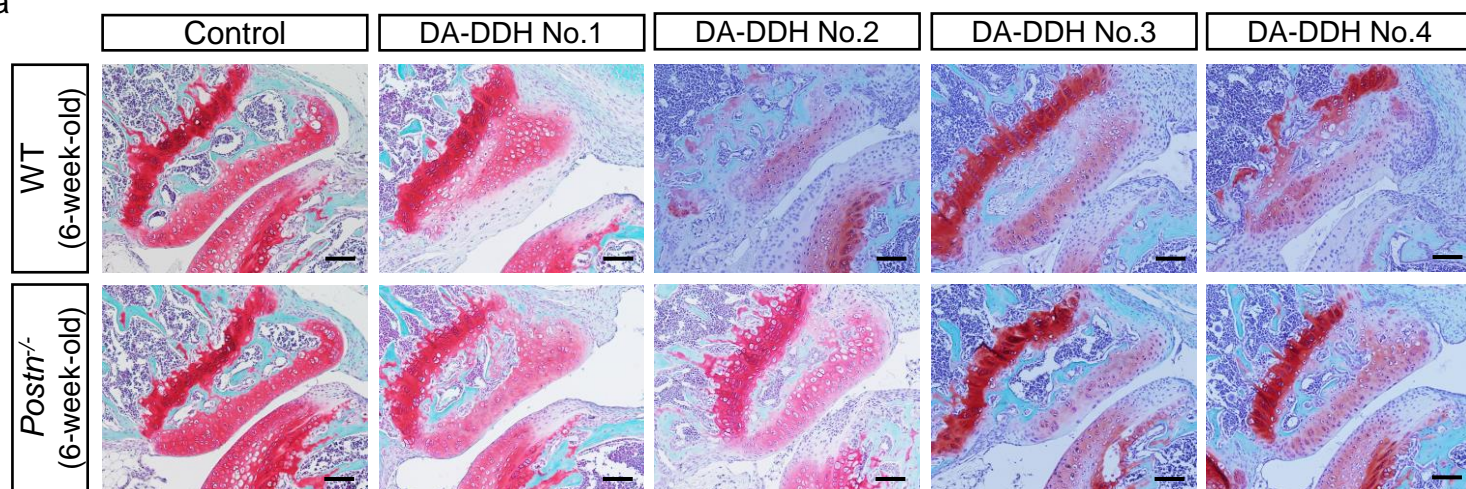

b

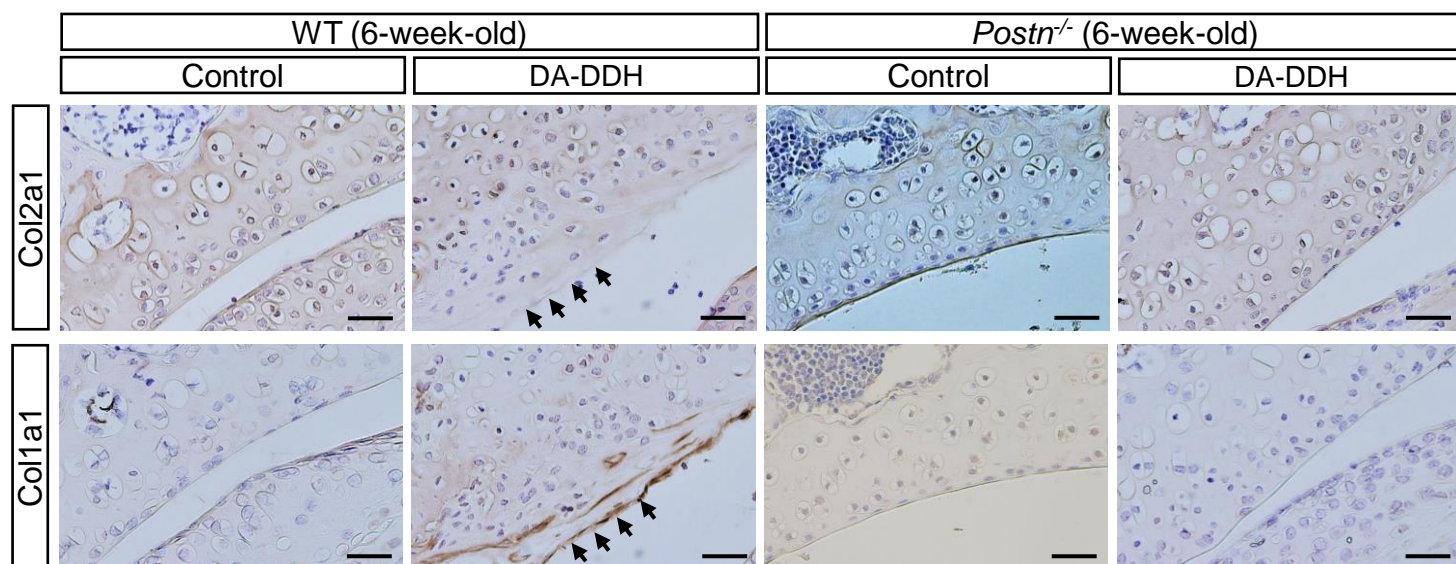

c

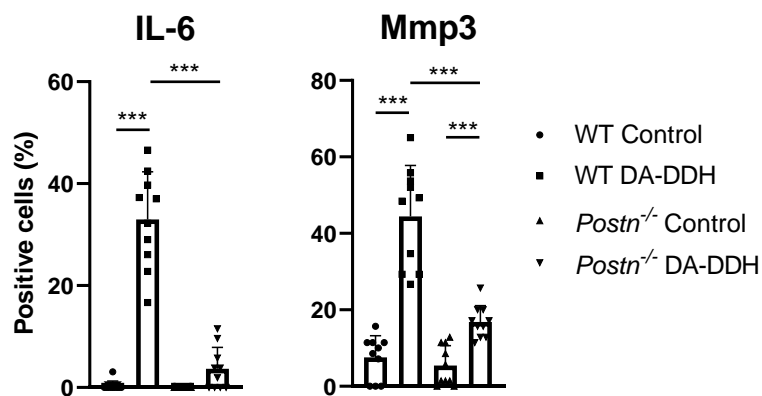

d

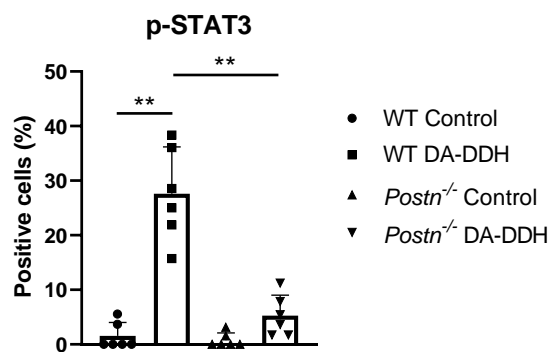

a

Fig. 3b and 3c

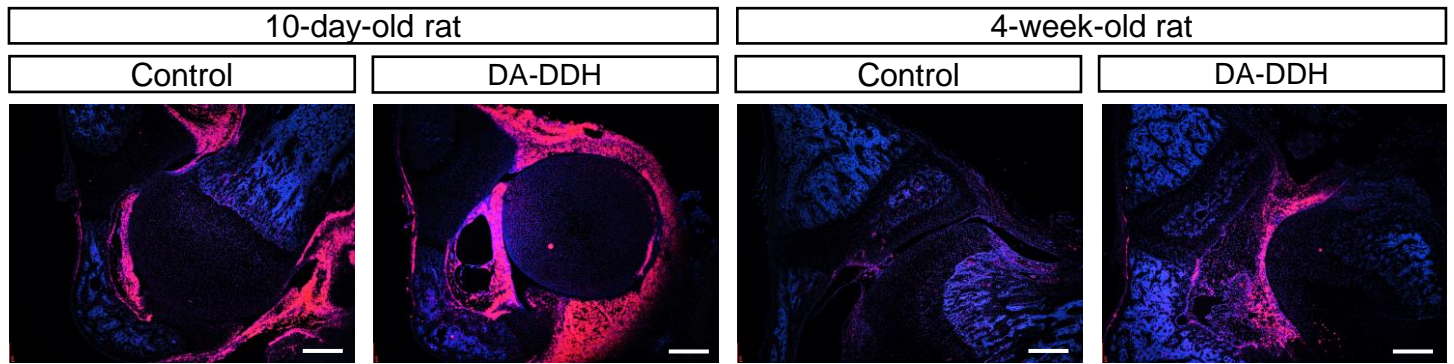

b

Fig. 3b and 3c

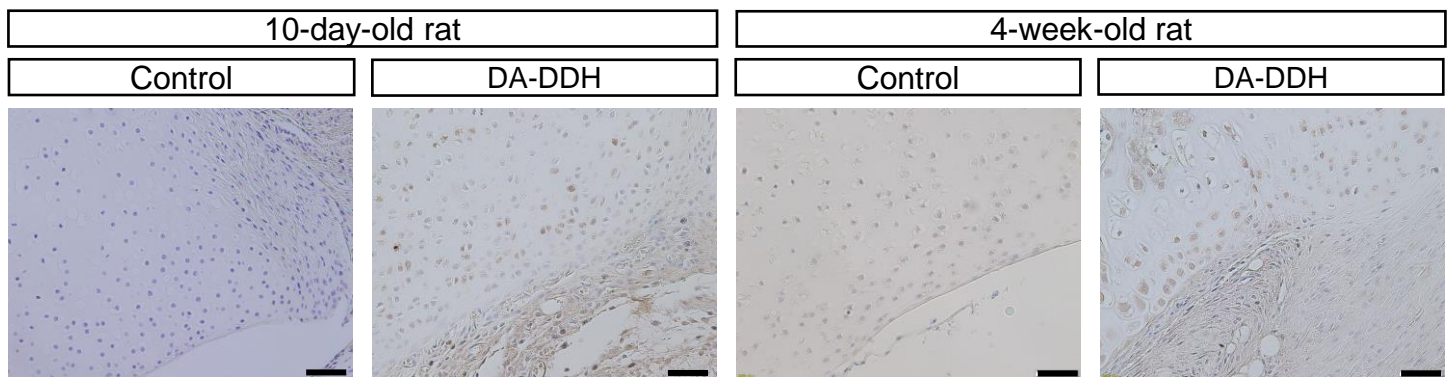

c

Fig. 7a

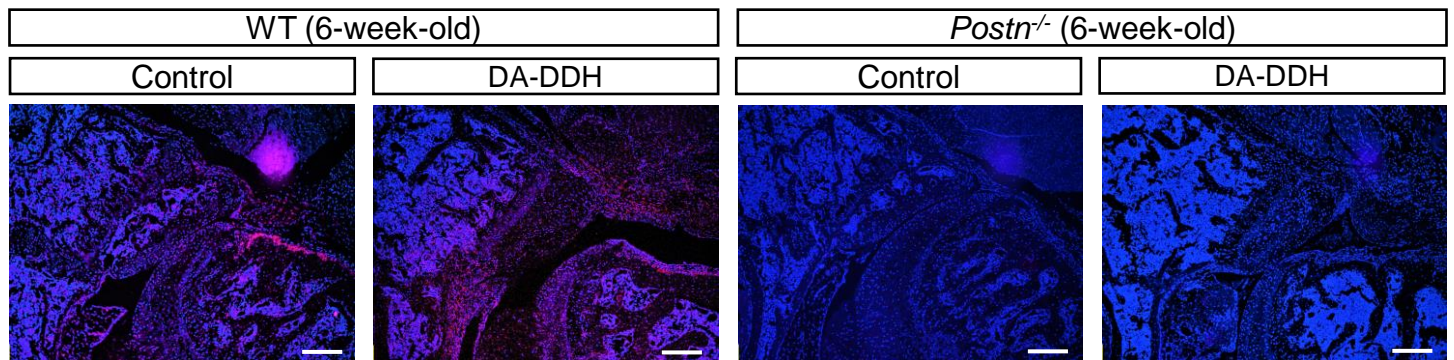

d

Fig. 7a

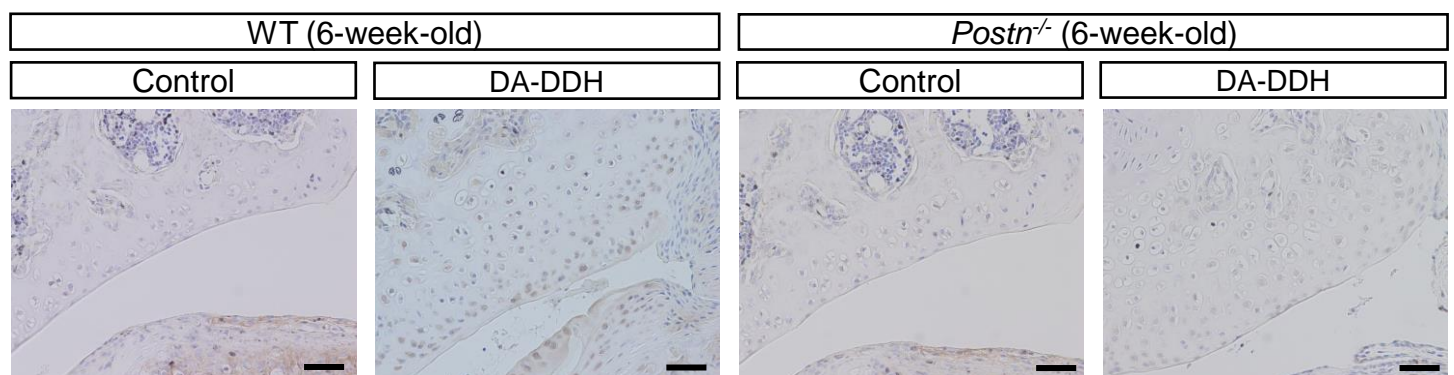

Fig. 4b

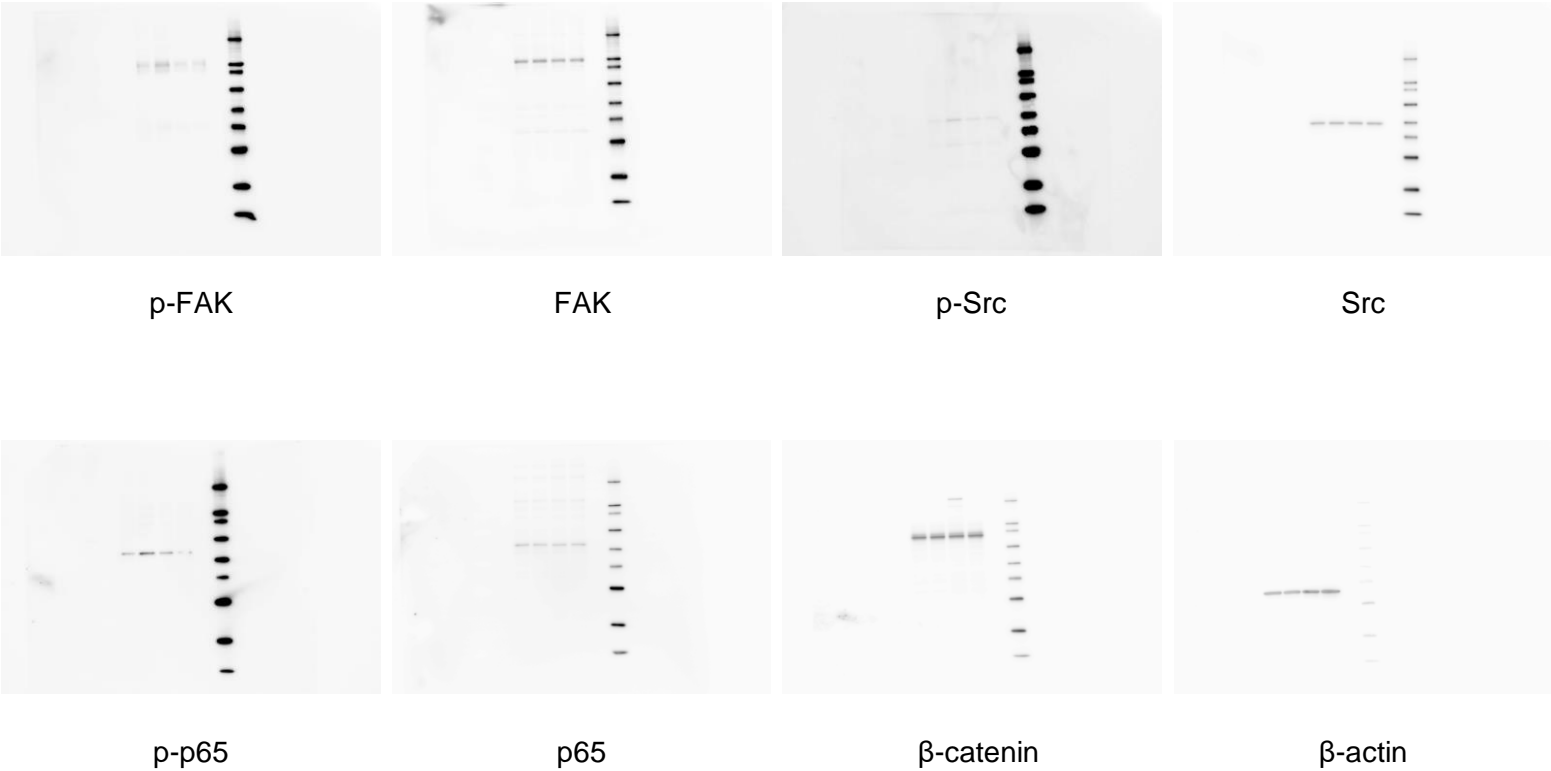

Fig. 4c

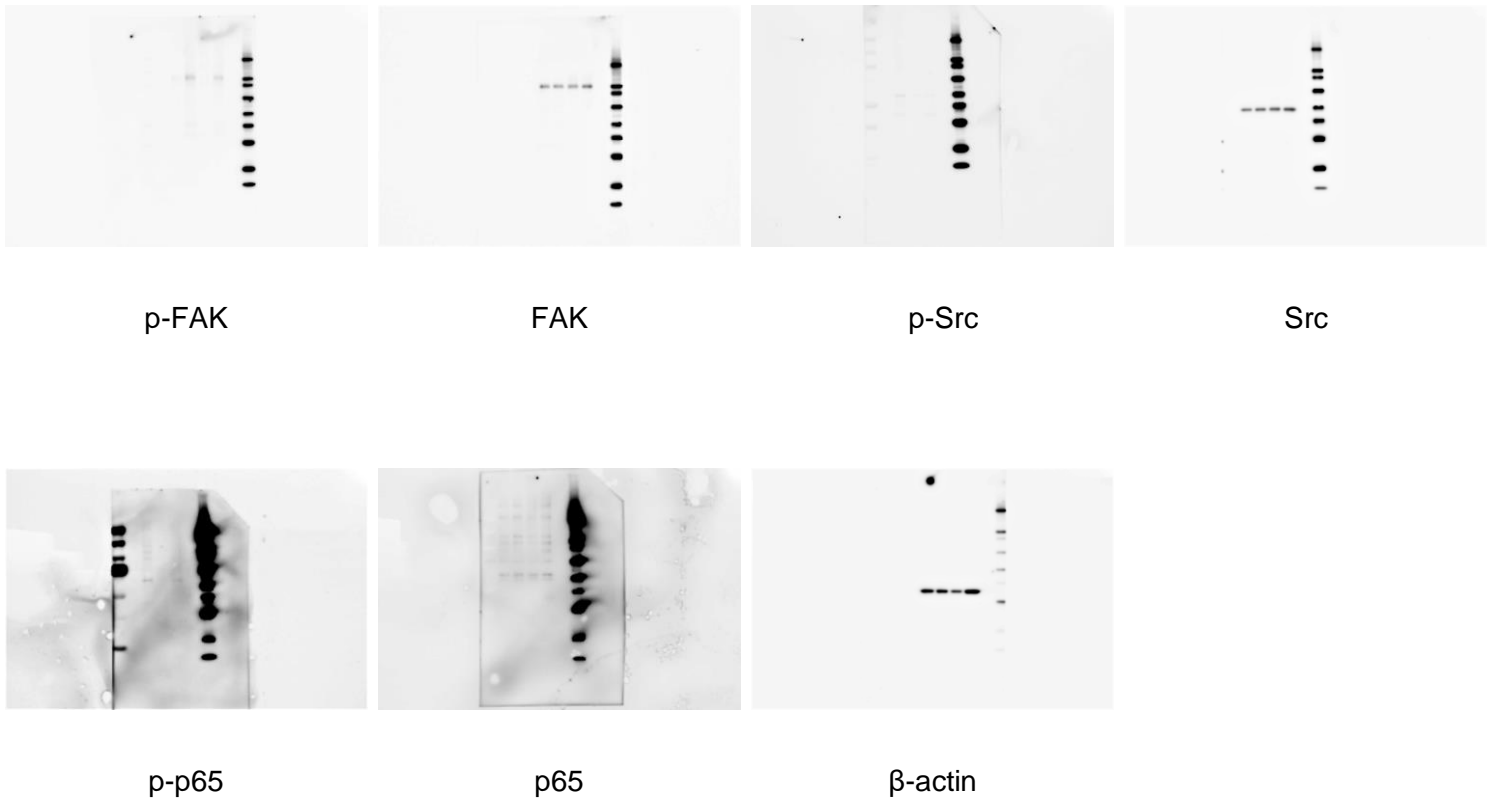

Fig. 5b

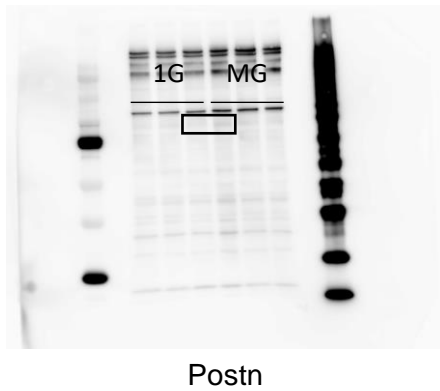

Fig. 5c

3h

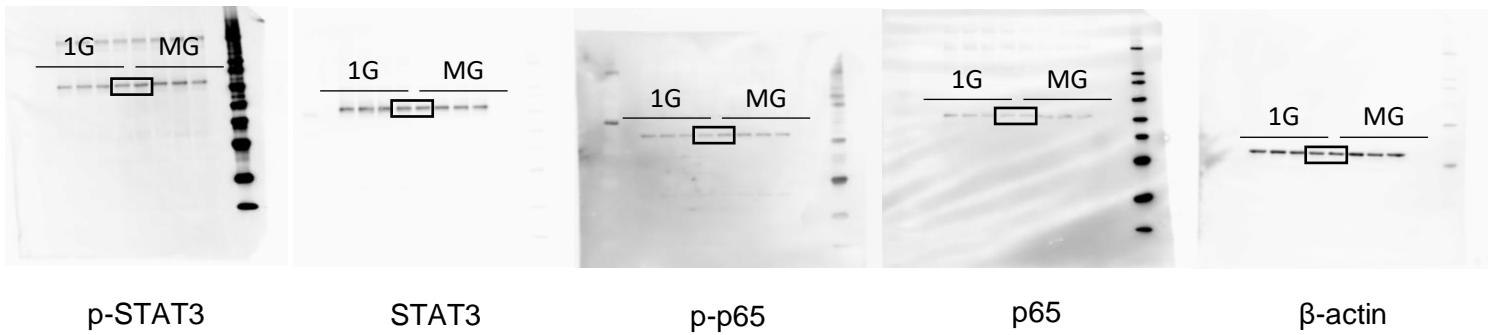

24h

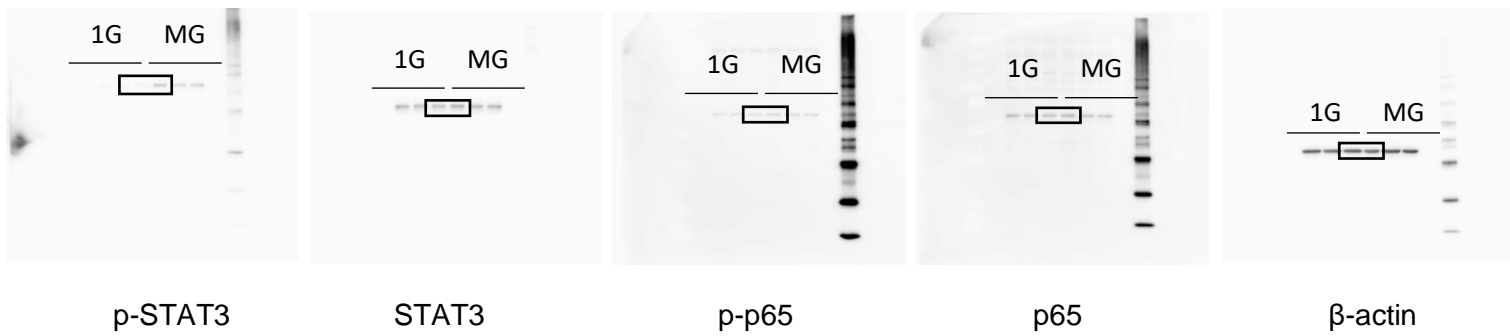

Supplementary Fig. 4b

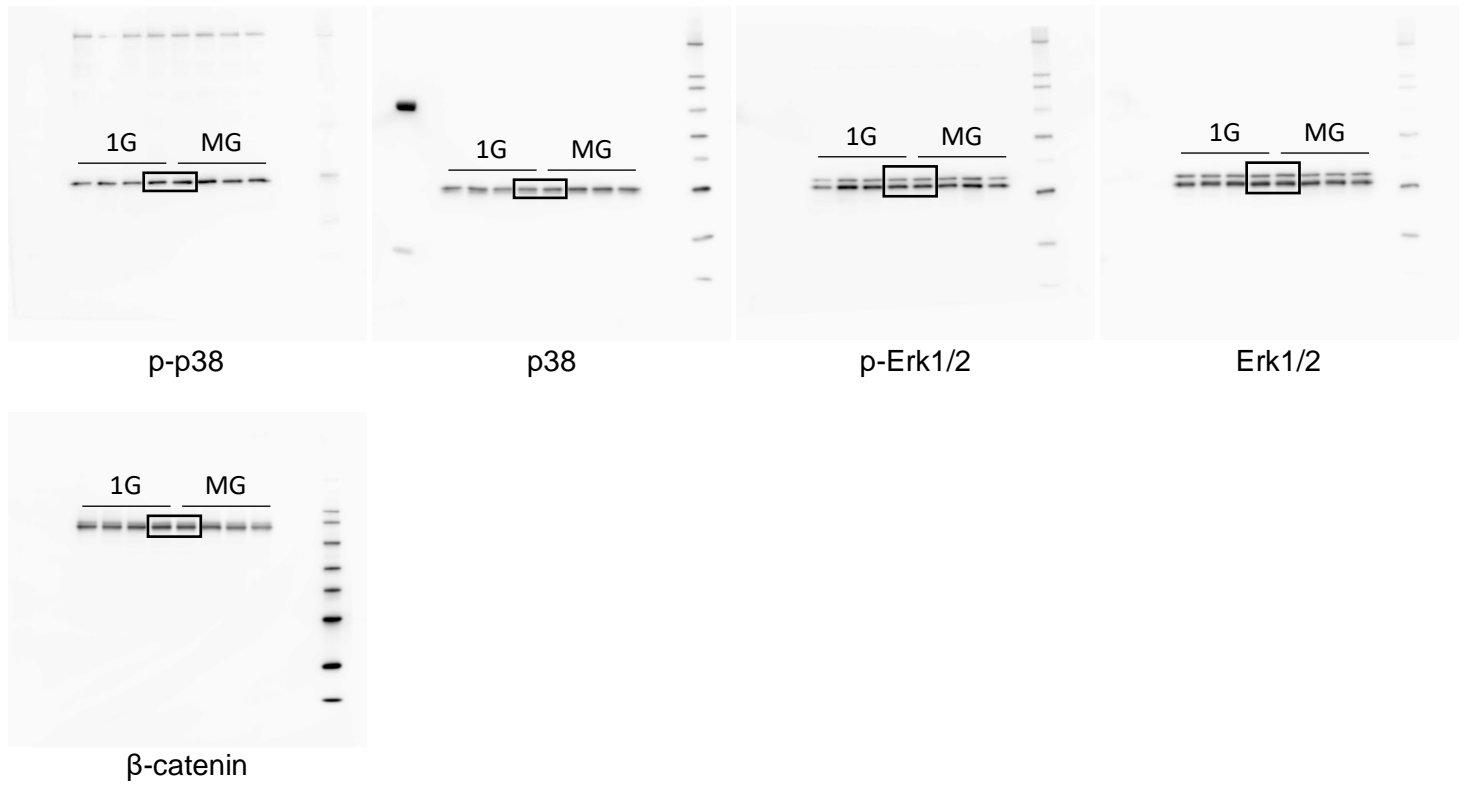

Fig. 6a

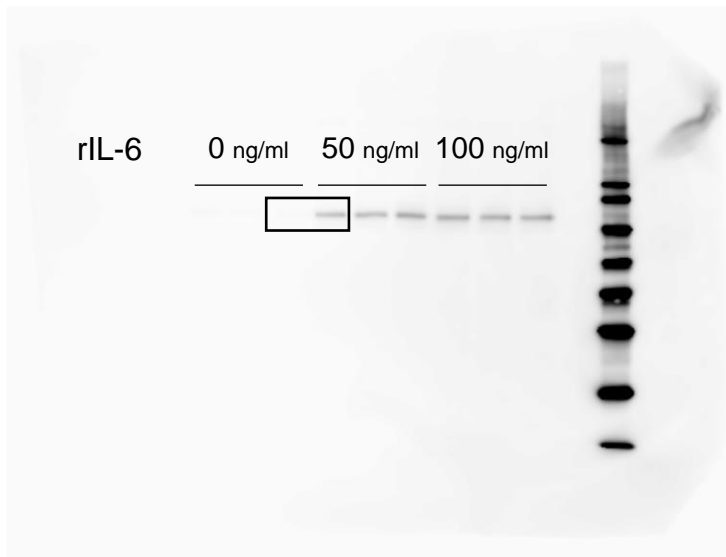

p-STAT3

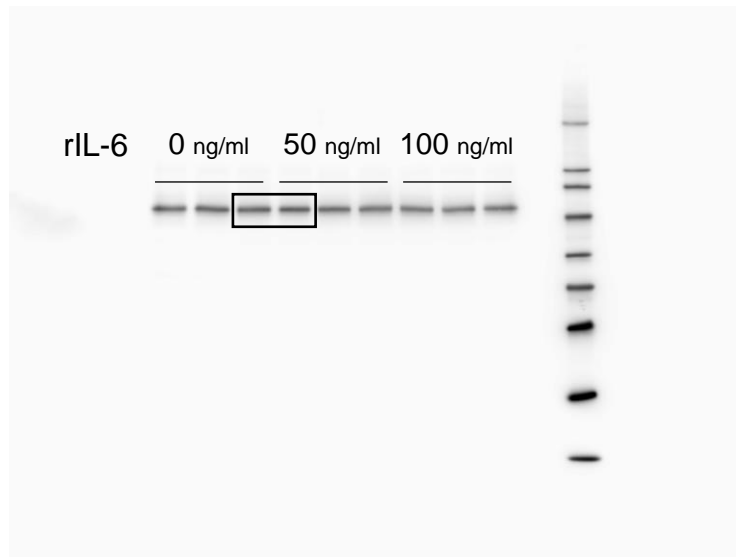

STAT3

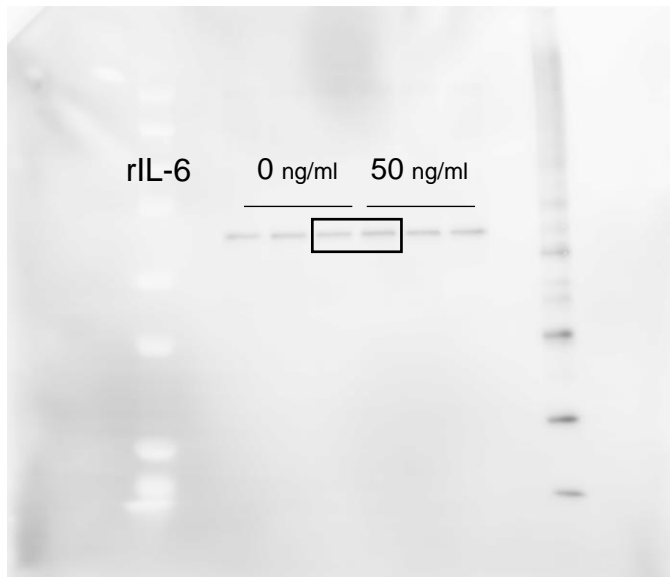

p-p65

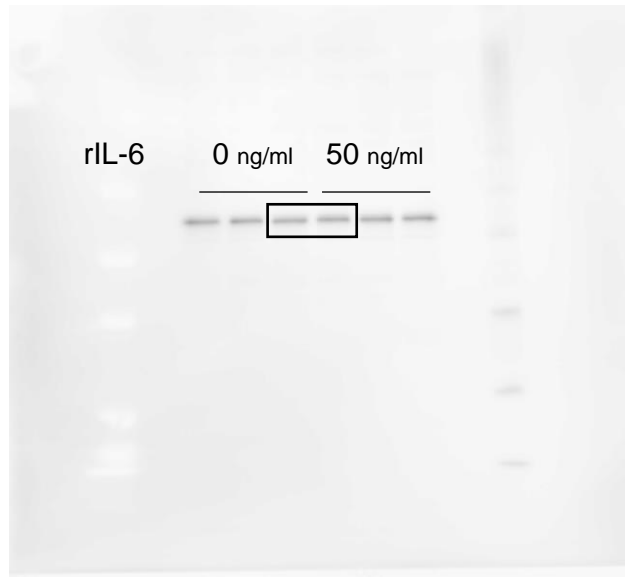

p65

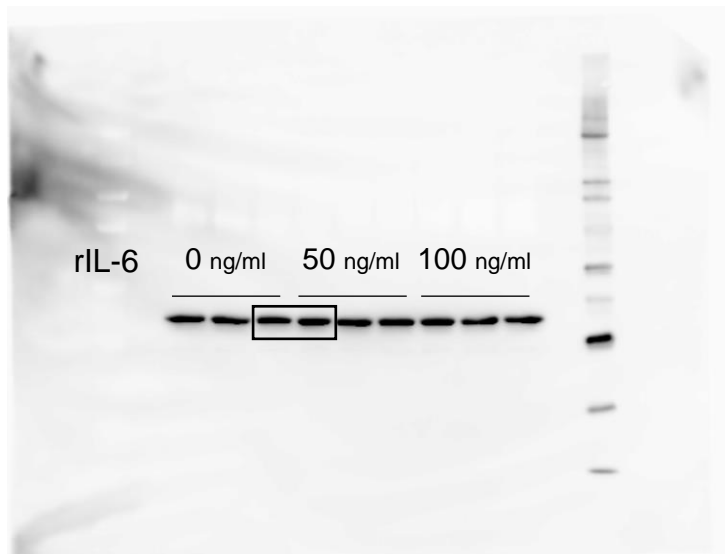 β -actin

Supplementary Table 1

Animals	SOURCE	
Wistar rat	Charles River Laboratories Japan	
C57BL/6 mouse	CLEA Japan	
<i>Postn</i> -knockout mouse on a C57BL/6J background	Kyushu University	
Primary Antibodies	SOURCE	Catalog Number
Rabbit monoclonal anti-Ki67	Abcam	Cat# ab16667
Rabbit polyclonal anti-Periostin	Abcam	Cat# ab14041
Rabbit polyclonal anti-IL-6	GeneTex	Cat# GTX110527
Rabbit monoclonal anti-MMP3	Abcam	Cat# ab52915
Rabbit polyclonal anti-Phospho FAK	Cell Signaling	Cat# 3284
Rabbit polyclonal anti-FAK	Cell Signaling	Cat# 3285
Rabbit polyclonal anti-Phospho Src	Cell Signaling	Cat# 2105
Rabbit polyclonal anti-Src	Cell Signaling	Cat# 2109
Rabbit monoclonal anti-Phospho p65	Cell Signaling	Cat# 3033
Rabbit polyclonal anti-p65	Cell Signaling	Cat# 4764
Mouse polyclonal anti- β -catenin	BD Biosciences	Cat# 610153
Rabbit polyclonal anti- β -actin	Cell Signaling	Cat# 4970
Anti-Integrin α V β 3 antibody	Millipore/Merck	Cat# MAB1876-Z
Mouse monoclonal anti-Periostin	Santa Cruz	Cat# sc-398631
Rabbit monoclonal anti-Phospho-STAT3	Cell Signaling	Cat# 9145
Mouse monoclonal anti-STAT3	Cell Signaling	Cat# 9139
Rabbit polyclonal anti-Phospho-p38	Cell Signaling	Cat# 4631
Rabbit polyclonal anti-p38	Cell Signaling	Cat# 8690
Rabbit polyclonal anti-Phospho-ERK1/2	Cell Signaling	Cat# 4376
Rabbit polyclonal anti-ERK1/2	Cell Signaling	Cat# 4695
Secondary Antibodies, etc	SOURCE	Catalog Number
EnVision+ System- HRP Labelled Polymer Anti-Rabbit	Dako	Cat# K4003
Liquid DAB+ Substrate Chromogen System	Dako	Cat# K3468
Donkey anti-rabbit IgG (H+L) Secondary Antibody, Alexa Fluor488	Invitrogen	Cat# A21206
Donkey anti-mouse IgG (H+L) Secondary Antibody, Alexa Fluor488	Invitrogen	Cat# A21202
Donkey anti-rabbit IgG (H+L) Secondary Antibody, Alexa Fluor594	Invitrogen	Cat# A21207
Anti-rabbit IgG, HRP-linked Antibody	Cell Signaling	Cat# 7074
Anti-mouse IgG, HRP-linked Antibody	Cell Signaling	Cat# 7076
RI, etc		
Uridine 5'-[alpha-thio]triphosphate, [35S]- (Sp isomer)	PerkinElmer	Cat# NEG039H
Hoechst 33258 dye	Sigma-Aldrich	Cat# 861405
Chemicals and Recombinant Proteins	SOURCE	Catalog Number
Cilengitide	Sigma-Aldrich	Cat# SML1594
FAK inhibitor 14	Cayman Chemical	Cat# 4506-66-5
PP2	Abcam	Cat# ab120308
BAY11-7082	Selleck Chemicals	Cat# S2913
Stattic	Abcam	Cat# ab120952
Recombinant Rat Periostin/OSF-2 Protein, CF	R&D Systems	Cat# 8994-F2
Recombinant Human IL-6, Animal Free	PeproTech	Cat# AF-200-06
Critical Commercial Assays	SOURCE	Catalog Number
In Situ Cell Death Detection Kit, AP	Roche	Cat# 11684809910

Supplementary Table 2

		Control	DA-DDH
**Rat (n=83)**			
6-day-old (n=11)	Real-time qPCR	n=5	n=6
10-day-old (n=24)	HE and SO staining	n=4	n=4
	Real-time qPCR	n=8	n=8
	<i>In situ</i> hybridization	n=1	n=1
	Immunostaining (Postn, IL-6, Mmp3)	n=1	n=1
	Immunostaining (Ki67)	n=4	n=4
	TUNEL assay	n=3	n=3
	SHG analysis	n=1	n=1
18-day-old (n=16)	Real-time qPCR	n=8	n=8
3-week-old (n=9)	RNA-seq analysis	n=4	n=5
4-week-old (n=23)	HE and SO staining	n=4	n=4
	Real-time qPCR	n=8	n=7
	<i>In situ</i> hybridization	n=1	n=1
	Immunostaining (Postn, IL-6, Mmp3)	n=1	n=1
	TUNEL assay	n=3	n=3
**Mouse (n=20)**			
6-week-old (n=20)	SO staining	WT: n=1, <i>Postn</i> ^{-/-} : n=1	WT: n=4, <i>Postn</i> ^{-/-} : n=4
	<i>In situ</i> hybridization	WT: n=1, <i>Postn</i> ^{-/-} : n=1	WT: n=1, <i>Postn</i> ^{-/-} : n=1
	Immunostaining (IL-6, Mmp3)	WT: n=5, <i>Postn</i> ^{-/-} : n=5	WT: n=5, <i>Postn</i> ^{-/-} : n=5
	Immunostaining (p-STAT3)	WT: n=3, <i>Postn</i> ^{-/-} : n=3	WT: n=3, <i>Postn</i> ^{-/-} : n=3

Supplementary Table 3

real-time qPCR Primer	Forward (5'→3')	Reverse (5'→3')
**Rat**		
<i>Col2a1</i>	ATTGTTGACATTGCACCCATGG	CTTTGGGTTTCGCAATGGATTGT
<i>Acan</i>	CTGTCTATCTGCACGCCAACC	CCTCTTCACCACCCACTCCGA
<i>Col10a1</i>	CCAGGACACAATACTTCATCCCATACC	CCAGGAATGCCTTGTTCTCCTCTTAC
<i>Mmp13</i>	TCGCATTGTGAGAGTCATGCCAACA	TGTGGTTCCAGCCACGCATAGTCA
<i>Col1a1</i>	CGGAATGAAGGGACACAGAGGT	GCTCCATTTTCACCAGGACTGC
<i>Postn</i>	TCTGCTGCTGCTGTTCCCTGT	GATGCGGCTGTGAGCTAGGA
<i>IL-6</i>	GTCCTTCCTACCCCAACTTCC	GGATGGTCTTGGTCCTTAGCC
<i>Mmp3</i>	GGGCTATCCGAGGTCATGAAG	CTTCTGGACGGTTTCAGGGAG
<i>IL-1β</i>	CTACCTATGTCTTGCCCGTGG	CTAGCAGGTCGTCATCATCCC
<i>TNF-α</i>	GGTATGAGCCCATGTACCTGG	CCGGACTCCGTGATGTCTAAG
<i>Nos2</i>	GGCCACCTCGGATATCTCTTG	CTGGGTCCTCTGGTCAAATC
<i>Gapdh</i>	GTATGACTCTACCCACGGCAAGT	CTCCTGGAAGATGGTGATGGGTT

How the deposited data were processed for this re-analysis (not part of the article)

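The data were RNA-seq libraries of acetabular cartilage from 3-week-old rats, 1 library of pooled RNA from 4 control rats and 1 of pooled RNA from 5 DA-DDH rats that had been swaddled for 10 days. The authors deposited, for each of 17337 genes, a normalized signal per library, the log2 fold of DA-DDH over control, a p-value and a q-value from their exact test, a rank and score of the call, and the exon coordinates on rn6. The submitters' processing notes name TopHat and Cufflinks without versions, and the tool that counted reads per gene is not given in the sources used here. Whether counting used the strand is likewise not given, so genes with overlapping exons may share reads.

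The signal columns hold normalized counts rather than counts. All values (100% in each library, within a relative tolerance of 1e-06) were whole multiples of 1 step per library, so the authors' gene read counts were recovered by division, and the plan for count data was followed once the unit was known. The libraries held 796723 and 833869 recovered reads. Of the genes, 5251 had 0 reads in both libraries, 4375 had at least 30 reads in the library with more, and 1313 at least 100. In 26 rows a date stands in place of a gene symbol, 16921 symbols matched a table of rat gene names that was used for names only, and 154 genes have exons on more than 1 chromosome. Col10a1 has no matching symbol and was not analysed here. Col1a2 and Tnf each have their exons at 2 places of the annotation and 0 reads in both libraries, although Col1a1, whose product pairs with that of Col1a2, is among the genes with most reads. Reads that fit more than 1 place may have been left out by the authors' counting, so a 0 for such a gene does not show absence, and neither was used as a measurement. Hprt1, Tpi1, Hba1 and Hba2 had 0 reads in both libraries as well, and genes of this kind were not searched for throughout, so no 0 was taken as absence.

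From the recovered reads, log2 ratios were computed here with TMM scaling in edgeR 4.0.16 (R 4.3.3) and a prior of 0.5 reads, for genes with at least 30 reads in the library with more. Each has a 95% exact conditional binomial (Clopper-Pearson) interval, which covers counting error only. By counting error alone a 0 was taken to allow up to 3 reads, which is 3.77 CPM in the control and 3.60 in the DA-DDH library. The 95% exact interval of a 0 is wider and reaches 3.69 reads. With 1 library per condition there is no test of the conditions. The p-values and q-values quoted are those of the authors' deposited table. Genes named are those the paper names for cartilage, the 10 highest and 10 lowest past its thresholds, and up to 4 members of each list with the largest absolute log2 ratio. Further list members are named as examples, and genes outside this rule were chosen after their values were seen, among them Tmtc2, Ptprz1, Tnn and the imprinted genes apart from Dlk1. Values of 7 genes in Fig. 2d had been seen when the rule was written.

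The 31 gene lists covered hyaline cartilage matrix, superficial zone, chondrogenic regulators, hypertrophic cartilage, osteoblast, osteoclast, fibrous connective tissue matrix, fibroblast, tendon, matrix proteases, inflammatory and NF-kB targets, IL-6 and STAT3, integrin, FAK and Src, Wnt, mechanosensitive genes, skeletal muscle, adipocyte, endothelial, smooth muscle and pericyte, erythroid, macrophage, neutrophil, lymphoid, proliferation, apoptosis, immediate early genes, hypoxia, interferon response, TGF-beta and BMP, reference genes and genes named in the study. A list's median log2 ratio was set against medians of 10000 random lists of the same size drawn from 20 bins of mean expression, which describes these libraries and is no p-value. Of the lists, 27 had the 3 members at the floor that a median needs.

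The calculations were tested on simulated data drawn for the 17337 genes at the depths of the 2 libraries, with 50 genes changed at each simulated log2 ratio. With counting error only, all 50 genes of each simulated log2 ratio (1.5, -1.5, 3 and -3) came out over 2-fold in the right direction. At a dispersion of 0.04, this held for 90% at 1.5, for 76% at -1.5 and for all at 3 and -3, and 5.87% of unchanged genes at the floor came out over 2-fold. The authors' p-values imply higher dispersions. Their medians were 0.0632 for genes with at least 100 reads in both libraries and 0.177 for genes over 2-fold with 30 to 99 reads. At such dispersions more unchanged genes could come out over 2-fold, which was not simulated. The alternatives tried were total-count, upper-quartile and median-of-ratios scaling, the values as deposited, ratios to Gapdh, other priors, floors and thresholds, and lists without the genes the study names. Exact tests of these libraries in edgeR were run at fixed dispersions as a description. Gene Ontology analysis in DAVID was not repeated. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.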

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

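The tests of explanations in this part were all chosen after the results were seen. Each list here had a median log2 ratio above the central 95% of random lists of matched expression, in lists of which the paper discusses Vwf, Mmp3, Mmp13 and, in Fig. 2c, a term of striated muscle contraction. Fibroblast markers had a median of 0.76 and endothelial markers of 1.05. Smooth muscle and pericyte markers had a median of 0.44, with Myh11 at 0.91 and Cspg4 at -0.42. The 5 adipocyte members had a median of 0.77, with Lpl at 1.53 and Plin1 at 1.15. Matrix proteases and inhibitors had a median of 0.33, with Mmp2 at 0.54, Mmp19 at 1.04 and Mmp9 at -1.05, and with a floor of 100 reads their median of 0.23 fell within the central 95%. Macrophage markers had a median of 1.51, from 5 members, while Tyrobp and Fcer1g, below the floor, were at -0.36 and -1.02 with intervals that hold 0.

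Skeletal muscle genes had a median of 1.15, with Tnni2 alone below 0 at -1.10, and the list took 0.125% of the control reads and 0.352% of the DA-DDH reads. More muscle attached to the DA-DDH tissue, which the dissection was meant to avoid, would raise transcripts made only by muscle by 1 fold, if fiber types were alike. Whether the listed genes meet this was not tested, and Des is also in the smooth muscle list. The intervals of 12 of 19 members held the list's summed log2 ratio of 1.06, but random lists of matched expression gave a median of 12 (central 95%, 3 to 17) around their own, so the test does not decide between more muscle and an effect of swaddling on the tissue. A first form of it, replaced because its ranges were too wide to fail, allowed for the implied dispersion as well, found 18 of 19 members within 1 fold and had been read as more muscle.

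Cartilage matrix genes were lower while vessel, macrophage and fibroblast genes were higher. A few genes taking most of the reads would act through the scaling, which moves every log2 ratio by nearly the same amount, at most 0.43 here. The gap between these lists therefore stays under every scaling tried. The cartilage matrix median was -1.003 in the scaling where it was highest, which follows from that shift and was no separate test. A lower share of cartilage cells could raise every other cell type alike, and for this endothelial reads were set against erythroid reads. The log2 ratio of summed endothelial reads exceeded that of summed erythroid reads (Hbb, Slc4a1 and other members) by 1.68 (0.91 to 2.44, from counting error and the implied dispersion). Without Slc4a1 it did so by 1.37 (0.51 to 2.23). This argues only against all other cell types being raised alike. It rests on 170 erythroid reads in the control and 162 in the DA-DDH library. A lower share of cartilage with an unequal mix of other cells is left open by it. A first form, which set endothelial against osteoblast genes (1.29), had endothelial genes higher as well. It was replaced, with the erythroid values already known, because 5 of 8 osteoblast genes are in other lists. These lists cannot tell more soft tissue around the DA-DDH cartilage from a change of the cartilage itself, such as the fibrous change the paper describes. Both could raise the fibroblast list. Whether a change of the cartilage itself could raise the muscle and adipocyte lists was not tested. Of the fibroblast, endothelial, macrophage, muscle, adipocyte and smooth muscle lists, 6 of 6 lay above the central 95%. The tendon and ligament list, not among those tested, had a median of -0.11, within it.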

How the results depend on the processing

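Upper-quartile and median-of-ratios scaling and the values as deposited left all 120 named genes within their counting intervals and kept all 27 list medians on their side of the central 95% of random lists. Total-count scaling turned the sign of 2 named genes whose interval lay wholly on one side of 0, Col1a1 to 0.20 and Rpl13a to 0.0967, and of 1 list outside the central 95%, the mechanosensitive genes, to 0.0697, through its shift of every ratio. Genes and lists closer to 0, such as Gapdh, Mmp13 and the reference genes, crossed it as well. Genes over 2-fold by size, 211 higher and 133 lower, became 638 and 47 with total-count scaling, 1967 and 1427 with no floor, and 38 and 50 with a floor of 100 reads, and 137 were higher with a prior of 5 reads. With the 10 genes of most reads left out of the totals, a setting chosen after seeing the data, they were 254 and 112. Of the 77 genes (21 higher, 56 lower) past the authors' p and 2-fold, 25 (5 and 20) remained at p under 0.01, 1 (0 and 1) at q under 0.05, and 35 (11 and 24) above 3-fold, while 2-fold alone gave 3724 (2165 and 1559). The exact test in edgeR at p under 0.05 and 2-fold gave 825 genes at a dispersion of 0.01, 599 at 0.04, 136 at 0.16 and, in a setting chosen after seeing the data, 436 at the implied dispersion. The integrin list fell within the central 95% with total-count scaling (0.67), a prior of 5 reads (0.23), no floor (0.19) and a floor of 100 reads (0.14), and the superficial zone list fell outside it with a floor of 100 reads (-0.67). The integrin median lies at the bound of its random range in the main setting, so small changes decide its place. A ratio to Gapdh moved 9 of the named genes out of their intervals, and total-count scaling 44 besides those 2. Among the other lists, the Wnt list moved outside the central 95% with a prior of 5 reads, the mechanosensitive list inside it without the genes the study names, the NF-kB (0.66), apoptosis (0.62) and Wnt lists moved outside it and the mechanosensitive and study gene lists inside it with no floor, and the hypertrophic and protease lists moved inside it with a floor of 100 reads, under which the NF-kB, adipocyte, macrophage and apoptosis lists had too few members. No paired analysis was possible because each condition has 1 library. Depth limits genes with few reads most: the 514 genes with reads in the control library alone had at most 11.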

Differences from the paper's values

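At the paper's stated thresholds, a p under 0.05 and a fold above 2, the authors' deposited table holds 77 genes, 21 higher and 56 lower, where the paper reports 81, with 21 higher and 60 lower. None of these counts differs by more than 1.5 times. A fold threshold of 1.5, among the alternatives set before the data were examined, gives 81 (21 and 60), and so does the p alone, a setting chosen after seeing the values, which drops none of the 77. The 4 genes between the counts are Acan, Col16a1, Mgp and Mfge8, at log2 folds of -0.995, -0.983, -0.961 and -0.982 in the authors' deposited table, all just within 2-fold.

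The paper counts Acan among genes changed by more than 2-fold. Its ratio was -0.99 here, 1.99-fold lower, and it stayed within 2-fold with upper-quartile and median-of-ratios scaling, with total-count scaling, relative to Gapdh and with a prior of 5 reads. Numbers that the table of Fig. 2a prints for all genes match 1045 lower, 14127 between and 2165 higher. The 14127 include 514 genes with reads in the control library alone, for which the fold column of the authors' deposited table gives a word in place of a number, and 1559 genes are more than 2-fold lower with these counted. The log2 folds of Vwf, Postn, Vcan, Col2a1, Col11a2, Col11a1 and Acan printed in Fig. 2d match those of the authors' deposited table.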

Other observations

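The tests of explanations in this part were chosen after the results were seen. Immediate early genes, which cells switch on within minutes of a stimulus, were the list furthest below 0, with a median log2 ratio of -1.51 in the DA-DDH library, below all 10000 random lists of matched expression. Of 12 members with at least 30 reads, 11 were below 0 and 10 had intervals wholly below it, with Jun at -0.89, Junb at -1.36 and Klf4, the exception, at 0.10. Random sets of matched expression held at most 3 genes past the authors' p and 2-fold, and this list held 6. Scaling moves every log2 ratio by nearly the same amount, at most 0.43 here, and none of the scalings tried brought the median to 0. It was still -1.09 in the scaling where it was highest, which follows from that shift and was no separate test. These genes can also be induced by the handling of tissue before RNA extraction, and a different delay for the rats of the 2 groups could lower most members too, as 11 of 12 were. It cannot be told apart from a difference between the conditions, since the timing of handling was not analysed here and each condition has 1 library.

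Some genes known to be expressed from a single parental copy were among the lower genes. They were picked from the genes past the authors' p after their values were seen, and imprinted genes were not tested as a group. Igf2, a fetal growth factor, was at -1.20 (1314 reads in the control and 806 in the DA-DDH library), H19 at -1.05 (4604 and 3129), Peg3 at -1.19 (1860 and 1147) and Zim1 at -1.24 (137 and 81). The exons of H19 overlap Mir675 and those of Peg3 overlap Apeg3. All were past the authors' p and 2-fold, as was Dlk1.

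In bone and growth plate lists, hypertrophic cartilage had a median of -0.54 (percentile 0.26), with Slc8a3 at -1.05 and Spp1 at 0.63, and at a floor of 100 reads its median was -0.25, within the central 95%. The osteoblast list had a median of -0.24 (percentile 12.5), with Smpd3 at -1.24 and 5 of 8 members shared with other lists, and the osteoclast list -0.11 (percentile 31.0), with Ctsk at 0.90. Tendon genes were at -0.11 (percentile 43.7), with Tppp3 at 1.03. Among signaling lists, Wnt genes had a median of -0.41 (percentile 2.64, or 2.21 with no floor, outside the central 95%), with the antagonists Nkd2 at 2.40 and Frzb at -1.59, and TGF-beta and BMP genes 0.12 (percentile 60.2). IL-6 and STAT3 genes were at 0.08 (percentile 62.1), with the receptor chain Il6st at 0.59, and the 4 inflammatory and NF-kB members with at least 30 reads at 0.51 (percentile 86.9), with Cxcl12 at 1.18, and with no floor the list lay outside the central 95% (12 members, median 0.66, percentile 98.2). Proliferation genes were at 0.08 (percentile 53.8) and apoptosis genes at 0.43 (percentile 89.4), or with no floor at 0.62 (14 members, percentile 98.1), outside the central 95%. Hypoxia and glycolysis genes were at -0.17 (percentile 17.1) and reference genes at -0.17 (percentile 25.7), with Gapdh at -0.13 (interval -0.28 to 0.03). The genes named in the study had a median of -0.61, or with no floor of -0.19 (percentile 19.7), within the central 95%, but were chosen in part on these libraries.

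Lists with fewer than 3 members at the floor have summed reads only. Erythroid genes had 170 reads in the control and 162 in the DA-DDH library (summed log2 ratio -0.56, interval -0.88 to -0.24), neutrophil genes 39 and 52 (-0.08, interval -0.70 to 0.56), lymphoid genes 49 and 118 (0.78, interval 0.28 to 1.29) and interferon response genes 42 and 89 (0.59, interval 0.05 to 1.16).

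The paper measured catabolic and inflammatory genes by qPCR at other ages. It reports higher Il6 and Mmp3 in DA-DDH rats at every age so measured, both younger and older than 3 weeks. Immunostaining for both proteins was also higher, at a younger and an older age, in the cartilage and the adjoining fibrous tissue. Il1b and Tnf were not higher by qPCR, and Nos2 was higher at the oldest age. At 3 weeks of age Il6, Il1b and Tnf had 0 reads in both libraries, as did the widely expressed genes Hprt1 and Tpi1. Reads of Tnf may have been left out by the authors' counting, so its 0 sets no limit on its expression. Il6 and Il1b lie in short stretches of chromosomes 4 and 3 without an overlapping gene. They were not detected, and by counting error alone their zeros allow up to 3.69 reads in each library. Whether the counting lost reads of Il6 or Il1b was not tested, so their zeros do not show absence. Mmp3 had 7 and 11 reads (log2 ratio 0.15, interval -1.34 to 1.77) and Nos2 2 and 8 (1.34, interval -0.82 to 4.78), and both intervals hold 0. Mmp13 had 121 and 152 reads, at -0.16 with an interval from -0.52 to 0.19.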
